# Machine Learning of Bacterial Transcriptomes Reveals Responses Underlying Differential Antibiotic Susceptibility

**DOI:** 10.1128/mSphere.00443-21

**Published:** 2021-08-25

**Authors:** Anand V. Sastry, Nicholas Dillon, Amitesh Anand, Saugat Poudel, Ying Hefner, Sibei Xu, Richard Szubin, Adam M. Feist, Victor Nizet, Bernhard Palsson

**Keywords:** RNA-seq, antibiotics, independent component analysis, iron regulation, machine learning, transcriptional regulation

## Abstract

*In vitro* antibiotic susceptibility testing often fails to accurately predict *in vivo* drug efficacies, in part due to differences in the molecular composition between standardized bacteriologic media and physiological environments within the body. Here, we investigate the interrelationship between antibiotic susceptibility and medium composition in Escherichia coli K-12 MG1655 as contextualized through machine learning of transcriptomics data. Application of independent component analysis, a signal separation algorithm, shows that complex phenotypic changes induced by environmental conditions or antibiotic treatment are directly traced to the action of a few key transcriptional regulators, including RpoS, Fur, and Fnr. Integrating machine learning results with biochemical knowledge of transcription factor activation reveals medium-dependent shifts in respiration and iron availability that drive differential antibiotic susceptibility. By extension, the data generation and data analytics workflow used here can interrogate the regulatory state of a pathogen under any measured condition and can be applied to any strain or organism for which sufficient transcriptomics data are available.

**IMPORTANCE** Antibiotic resistance is an imminent threat to global health. Patient treatment regimens are often selected based on results from standardized antibiotic susceptibility testing (AST) in the clinical microbiology lab, but these *in vitro* tests frequently misclassify drug effectiveness due to their poor resemblance to actual host conditions. Prior attempts to understand the combined effects of drugs and media on antibiotic efficacy have focused on physiological measurements but have not linked treatment outcomes to transcriptional responses on a systems level. Here, application of machine learning to transcriptomics data identified medium-dependent responses in key regulators of bacterial iron uptake and respiratory activity. The analytical workflow presented here is scalable to additional organisms and conditions and could be used to improve clinical AST by identifying the key regulatory factors dictating antibiotic susceptibility.

## INTRODUCTION

Antibiotic activities are highly dependent on environmental conditions. Nutrient availability, pH, host factors, and coadministered therapies can markedly alter antibiotic potency as calculated by MICs (1–6). Despite these dependencies, antibiotic susceptibility testing (AST) is performed under one standardized condition in nutrient-rich bacteriological media, most prominently cation-adjusted Mueller-Hinton broth (CA-MHB). CA-MHB poorly recapitulates *in vivo* conditions of the host, and prior studies have highlighted potential shortcomings of standardized AST in prioritizing treatment options against multidrug-resistant (MDR) pathogens (5–7). In many cases, AST performed in mammalian tissue culture media, such as RPMI 1640 or Dulbecco modified Eagle medium, may be a more accurate predictor of *in vivo* efficacy as it more closely mimics physiological conditions (5). However, current analytical methods are insufficient to reveal why cells respond differently to antibiotics across different medium types.

Systems analysis of omics measurements can elucidate global metabolic responses to antibiotic treatment (8–11). Previously, we published a high-quality transcriptomic compendium for Escherichia coli, named PRECISE, containing 278 expression profiles (12). Using independent component analysis (ICA), a machine learning method developed to separate mixed signals, we decomposed PRECISE into 92 independently modulated groups of genes, called iModulons. iModulons exhibit significant overlap with classically defined regulons, allowing for their direct association to one or more known transcriptional regulators. In addition, iModulons have been used to discover new regulons or to refine existing regulons by adding new genes and removing false regulatory interactions (12–15). This is an advantage over traditional gene set enrichment analysis, which requires predefined gene sets that may not be accurate. ICA simultaneously computes activities for each iModulon across every condition in the expression compendium, which predictably reflect the activity state of the enriched regulators.

iModulon activities can reveal the cellular state beyond the transcriptome. In one case, adaptive laboratory evolution of E. coli in excess iron conditions resulted in multiple mutations in the oxidative stress response regulator OxyR (16). In each of these evolved mutant strains, ICA revealed that the SOS-response regulator LexA was no longer activated by hydrogen peroxide exposure, indicating that the mutations reduced DNA damage from reactive oxygen species (ROS) through constitutive OxyR activation. In another study (17), iModulons were used to elucidate 5 major stress responses elicited when 42 different heterologous genes were expressed in E. coli. Each heterologous protein induced a specific iModulon response. iModulons have been successfully identified for additional species and applied to disentangle the transcriptional trajectory of a Bacillus subtilis sporulation time course (18) and identify medium-specific transcriptional responses in Staphylococcus aureus (19). Since iModulons often contain genes of unknown function, one can formulate hypotheses to discover these gene functions in different organisms (14, 15, 18). iModulons thus provide both mechanistic understanding and a guide to discovery.

Here, we demonstrate the utility of an ICA-based workflow to deconvolute transcriptomic responses to antibiotics in E. coli K-12 MG1655. Medium-dependent conditional antibiotic susceptibility profiles for E. coli were measured in (i) glucose M9 minimal medium (M9), a defined salt-based medium; (ii) cation-adjusted Mueller-Hinton broth (CA-MHB), the standardized rich medium for antibiotic susceptibility testing; and (iii) Roswell Park Memorial Institute medium (RPMI) 1640 with 10% Luria broth (LB; R10LB), a medium that mimics physiological conditions. ICA of expression profiles in these three media identified key transcriptomic differences in metabolism and stress responses. Further, ICA following exposure to subinhibitory concentrations of antibiotics found that such treatment decelerated E. coli respiration specific to rich bacteriological media. Our work highlights the metabolic and physiologic shifts that E. coli undergoes in response to various nutritional environments and upon antibiotic exposure, providing a roadmap for interrogating such effects in other bacterial species.

## RESULTS

### A few mechanisms can provoke large transcriptomic perturbations.

Prior studies revealed interrelationships between medium composition and bacterial antibiotic susceptibility by contrasting drug activity profiles under multiple medium conditions. To investigate the basis for medium-dependent antibiotic activities, we first defined the baseline effect of medium composition on E. coli K-12 MG1655 gene expression by performing RNA-seq during growth in CA-MHB, M9, or R10LB. 

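The expression file deposited by the authors holds log2 (TPM + 1) for 3938 genes in 30 libraries, 2 cultures for each of 15 conditions, and all 30 were analysed. Multiplying TPM by gene length gave whole multiples of one unit per library, within 0.02, for 98.6 to 98.8% of named genes, so reads per library could be recovered. The libraries hold 1349493 to 5137372 such reads in CA-MHB, 2633453 to 6374073 in M9 and 2485563 to 5922080 in R10LB. Across genes, the 2 cultures of a condition correlate at Pearson r 0.978 to 0.994. Their recovered reads differ by more than counting noise in every condition, with chi-square per degree of freedom from 2.13 (CA-MHB T/S) to 73.8 (M9 MEM). With 2 cultures per condition the smallest exact 2-sided permutation p is 0.333, so all p values come from a linear model, limma, fitted to the 30 libraries with 15 residual degrees of freedom. A gene is counted as differentially expressed at an absolute log2 fold change above 1.5 with a limma adjusted p (Benjamini-Hochberg) below 0.05. Regulators are read through 43 lists of target genes, with the mean log2 fold change of a list as its effect and fry of limma, adjusted over the 43 lists of a comparison, as its test. The authors' iModulon weights were not used here. TPM values share a fixed total, and in untreated CA-MHB the 54 ribosomal protein genes of the translation list take 36.7% of it against 15.2 to 17.5% in M9. The median log2 fold change over all genes is −0.57 in CA-MHB against M9, −0.44 in R10LB against M9 and −0.12 in CA-MHB against R10LB, and changes between media are read relative to those values.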

We identified 1,075 differentially expressed genes (DEGs) between the physiological medium CA-MHB and nutrient-poor M9 minimal medium, comprising nearly one-quarter of the E. coli genome (Fig. 1a). These DEGs spanned every Cluster of Orthologous Groups (COG) category, with 24% of DEGs of unknown function. 

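Between untreated CA-MHB and M9 cultures, 1136 of the 3938 genes pass both thresholds, which is 28.8% of the genes in the file. Of these 168 are higher and 968 lower in CA-MHB. That split depends on the scaling of the libraries, with 411 higher and 631 lower after a median-ratio shift and 507 higher and 555 lower after quantile normalization. The total moves most with the fold-change threshold, to 1714 genes at an absolute log2 fold change above 1. The largest changes are all lower in CA-MHB, led by the copper efflux gene cusC, at 1247 and 1295 TPM in M9 and at 0 and 0.892 TPM in CA-MHB. The RpoS target katE follows with 1604 and 1522 TPM in M9 against 3.21 and 0.542 in CA-MHB, a log2 fold change of −9.26 (SE 0.31, limma adjusted p = 2.78e-16). Next come metE (−9.10), cusF (−8.35) and cysD (−8.28), all with the same direction in the 4 pairs of cultures.

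**Figure D1:**
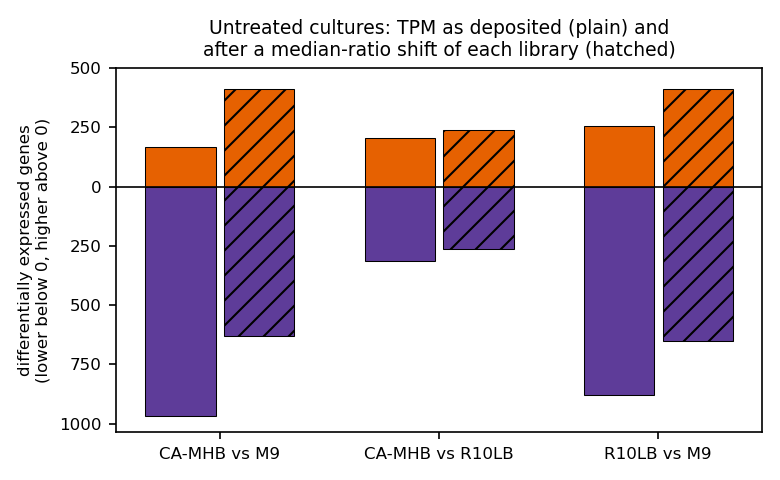
Differentially expressed genes between untreated cultures of each pair of media, with genes higher in the first medium above 0 and lower genes below 0. Plain bars use TPM as deposited and hatched bars follow a median-ratio shift of each library, which narrows the excess of lower genes.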

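Between CA-MHB and R10LB 518 genes are differentially expressed, 204 higher and 314 lower in CA-MHB, with 234 and 260 after quantile normalization. R10LB against M9 gives 1137 genes, 257 higher and 880 lower, and the split becomes 411 and 651 after a median-ratio shift and 502 and 561 after quantile normalization. With the fold-change threshold at 1 the 2 comparisons give 948 and 1666 genes. Across all genes, mean expression in untreated R10LB correlates at Pearson r 0.914 with CA-MHB (0.895 to 0.914 over pairs of cultures) and at 0.772 with M9 (0.761 to 0.773). The largest differences between CA-MHB and R10LB lie in pyrimidine synthesis, where carA stands at 2873 and 6182 TPM in R10LB and 5.79 and 8.80 in CA-MHB. Its log2 fold change is −9.01 (SE 0.31, limma adjusted p = 2.63e-15), followed by carB (−8.62), pyrB (−7.25) and pyrI (−6.66). The largest rise is in the Fur target fiu, with 351 and 310 TPM in CA-MHB against 2.46 and 3.24 in R10LB (log2 fold change 6.43). In R10LB against M9 the first 5 genes are katE (−8.49), livJ (−8.16), metE (−8.15), patA (−7.96) and ycaC (−7.84).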

R10LB yielded transcriptional responses more similar to CA-MHB than M9, since only 556 genes were differentially expressed between the two media (Fig. 1a).

**FIG 1:**
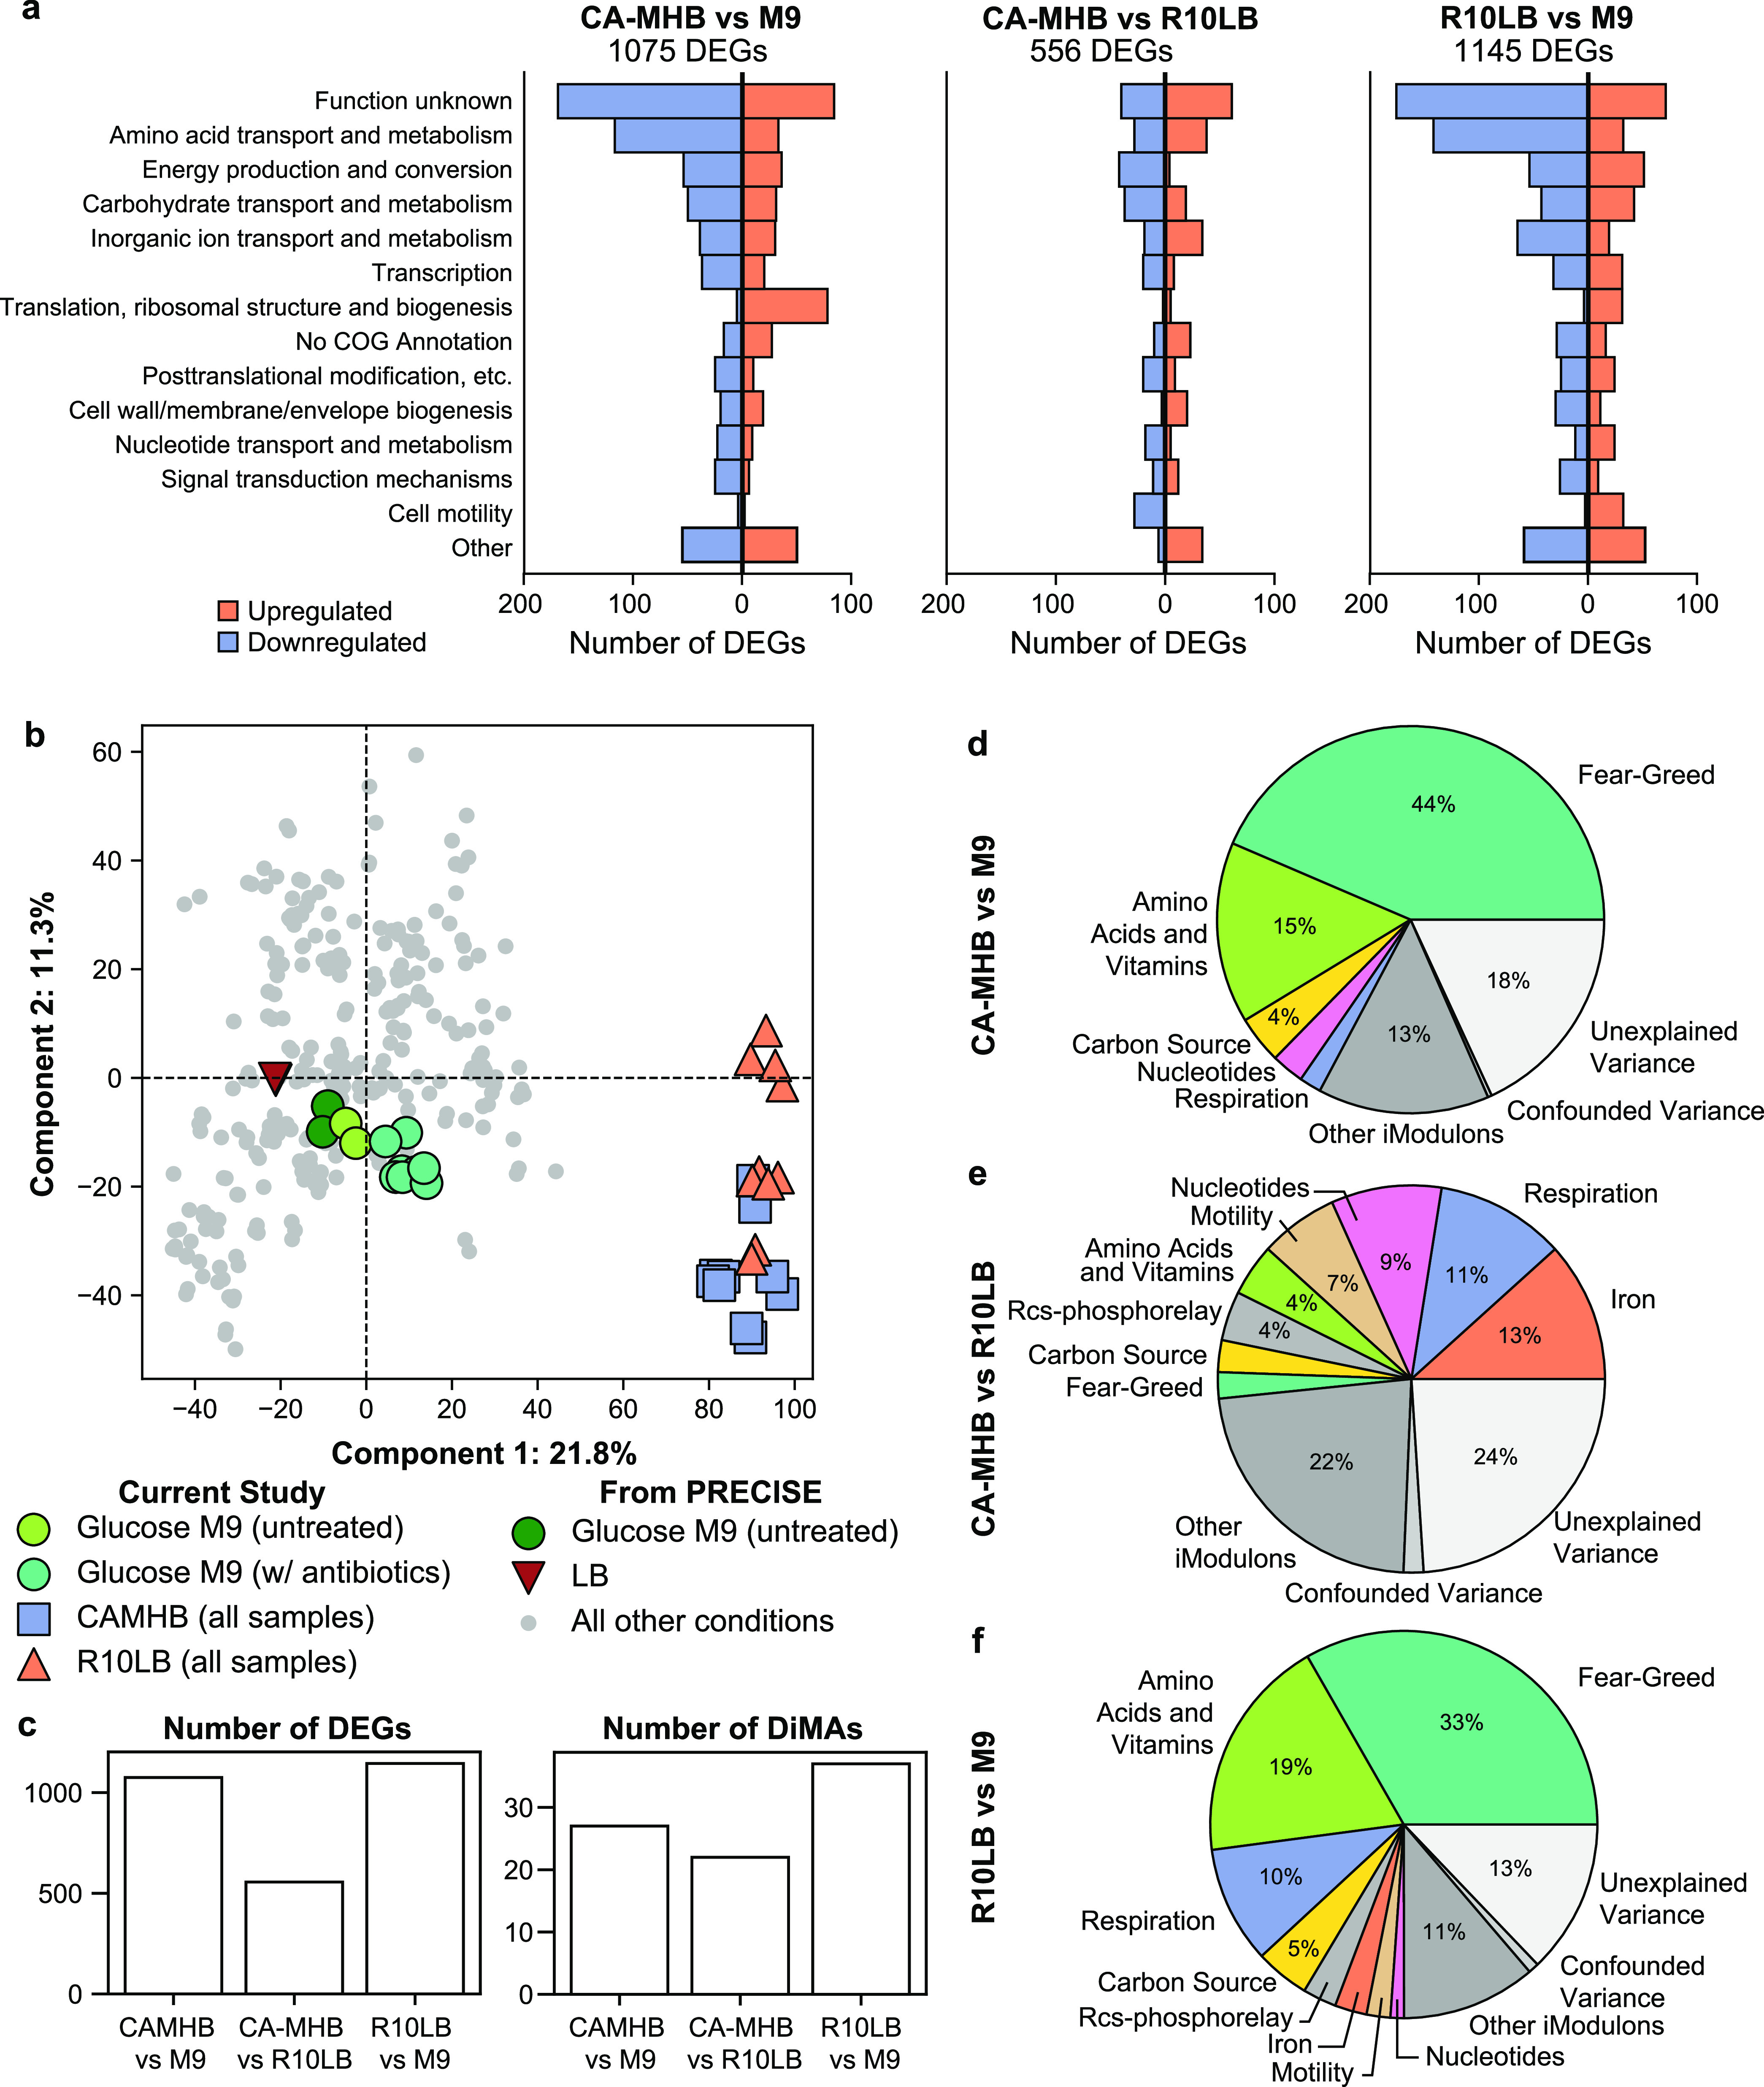
Global comparative analysis of the E. coli transcriptome across three media compositions. (a) Pairwise differentially expressed genes across COG categories between CA-MHB media, M9 minimal media, and R10LB media. Orange bars represent upregulation and blue bars represent downregulation. (b) Top two principal component loadings for the PRECISE data set, comprising 278 RNA-seq profiles (12), combined with the data generated in this study. (c) Number of differentially expressed genes (DEGs) compared to the number of differential iModulon activities (DiMAs). (d to f) Proportion of expression deviation explained by eight groups of iModulons. iModulon activities in each group are shown in Fig. 2 and Fig. S2b and d and reported in Table S1.

10.1128/mSphere.00443-21.3 FIG S2 Additional iModulons with significant differences between media. (a) Bar chart showing percentage of iModulon activity explained by growth rate, as computed by the *R*^2^ from linear regression. Only iModulons with an R^2^ (i.e., fraction explained activity) above 0.1 are shown. (b to d) iModulon activities of Rcs-phosphorelay-related iModulons (b), motility iModulons (c), and all other iModulons (d) with significant differences across the three media. Download FIG S2, PDF file, 0.3 MB. Copyright © 2021 Sastry et al. 2021 Sastry et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00443-21.8 TABLE S1 Statistically significant changes in iModulon activity between medium compositions. 

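Of the 43 gene lists, fry calls 40 changed between CA-MHB and M9 (8 higher and 32 lower), 37 between CA-MHB and R10LB (17 and 20) and 39 between R10LB and M9 (14 and 25). Those changed by a mean above 1 log2 number 29, 27 and 32. The camera test with a preset correlation of 0.01 between genes, which compares a list with all other genes, also calls 24, 31 and 33 of the 40, 37 and 39 lists. When camera estimates that correlation from the libraries it calls 7, 8 and 11 lists. Against M9 the copper list changes by −7.10 (SE 0.85, fry adjusted p = 6.06e-08) in CA-MHB, the largest mean there, and by −5.71 (SE 0.85, fry adjusted p = 5.88e-07) in R10LB. The size of the R10LB value depends on the culture, with cusC at 66.4 and 0.224 TPM and cusF at 51.3 and 0.461 TPM in its untreated cultures. The osmotic list proVWX also falls in both media, at −5.98 (fry adjusted p = 2.70e-16) and −3.33 (fry adjusted p = 5.08e-13). For the NsrR list the change is −3.05 (fry adjusted p = 3.32e-11) in CA-MHB against R10LB. Among called lists, mean and median differ in sign for CpxR in R10LB against M9, at −0.60 (fry adjusted p = 7.65e-04) with a median of 0.0068. Among lists not called they do so for MalT (−0.27, median 0.025, fry adjusted p = 0.0889) and Crp-2 (0.35, median −0.019) in the same comparison and for CysB (−0.22, median 0.085) and PuuR (−0.021, median 0.085) in CA-MHB against R10LB. Counting differentially expressed genes in each list gave the same number whether p was adjusted over all genes or over the list alone.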

Download Table S1, XLSX file, 0.02 MB. Copyright © 2021 Sastry et al. 2021 Sastry et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

For context, the RNA-seq data set generated in this study was compared to our previously published high-quality compendium containing 278 E. coli expression profiles, PRECISE (12), which primarily contains samples grown in M9 minimal medium or LB. Principal-component analysis (PCA) of the combined data set showed that CA-MHB and R10LB provoked significantly different responses from those probed in PRECISE, including growth on LB media without RPMI (Fig. 1b). As a control, gene expression in glucose M9 minimal medium was similar to expression profiles on identical medium produced previously (20) (Pearson *R* = 0.92), highlighting the internal consistency of the RNA-seq analysis. This earlier expression profile grown on glucose M9 minimal medium served as the reference condition, to which all further iModulon activities are compared.

We combined the 278 data sets in PRECISE with the 30 new RNA-seq data sets from this work to form a new compendium of 308 profiles (see the supplemental material). Application of ICA identified 98 iModulons, 88 of which were nearly identical to those extracted from the original PRECISE data set (12) (see Fig. S1). These iModulons are presented in iModulonDB (iModulonDB.org), an interactive visualization tool (21). To dissect the transcriptional differences between the three medium formulations, we computed the differential iModulon activities (DiMAs) between each pair of media. DiMAs are iModulons that have large, statistically significant (false discovery rate [FDR] > 0.1) activity changes between two conditions of interest. DiMAs are akin to coarse-grained DEGs but can be directly traced back to specific transcriptional regulators. In contrast to the hundreds of DEGs between the medium conditions, a maximum of 37 iModulons were perturbed between these conditions, simplifying further analysis by an order of magnitude (Fig. 1c).

10.1128/mSphere.00443-21.2 FIG S1 Comparison of iModulons after adding new data to PRECISE. Venn diagram comparing iModulons generated from PRECISE compared to iModulons generated from PRECISE + 30 new expression profiles. Four iModulons from the original PRECISE dataset were not found upon addition of new data, likely because they were initially weaker signals. Download FIG S1, PDF file, 0.1 MB. Copyright © 2021 Sastry et al. 2021 Sastry et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

On average, iModulons could explain 81% of the difference in expression between each pair of medium conditions. To further coarse grain our analysis, we grouped iModulons together based on regulator function (see Table S1 in the supplemental material). Borrowing from multiple linear regression, we calculated how much of the expression deviation could be directly explained by each iModulon and each iModulon group (Fig. 1d to f). The single largest contributor to expression variation between CA-MHB and M9 was the RpoS iModulon, which accounted for 30% of the variation in expression. Conversely, the top contributors to expression variation between CA-MHB and R10LB were the Fur-1, PurR-2, FlhDC, NarL, and Fnr iModulons. 

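As a measure of how much a set of genes contributes, the squared log2 differences of its members were divided by the sum over all 3938 genes. By that measure the 32 genes of the RpoS list carry 8.69% of the squared difference between CA-MHB and M9 (SD 0.274 over the 4 pairs of cultures). This is the largest share of the 43 lists, ahead of CysB at 3.87% and GadEWX at 2.27%. The 32 genes make up 0.813% of the genes. Leaving out weakly expressed genes moves the RpoS share most, to 11.2%. All 43 lists together, 520 genes, carry 36.5%.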

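Among the same lists, Fur-1 has the largest share of the squared difference between CA-MHB and R10LB at 8.83% (SD 0.866). FlhDC follows at 5.31% (SD 0.334), Fnr+NarL at 3.88% (SD 0.636) and PurR-2 at 3.27% (SD 0.337), which are ranks 2 to 4. The Fnr list is at rank 9 with 1.24%, behind Fur-shared (1.79%), NsrR (1.70%), Fur-2 (1.48%) and FecI (1.29%). Flagellar genes of the FlhDC list are lower in CA-MHB, at −3.32 (SE 0.18, fry adjusted p = 1.78e-11), with all 25 genes differentially expressed.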

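Counted together without double counting, the 96 genes of the Fur-1, PurR-2, FlhDC, Fnr+NarL and Fnr lists carry 22.5% of the squared difference between CA-MHB and R10LB (SD 0.451). The share rises most when weakly expressed genes are left out, to 25.0%. The same genes carry 2.64% between CA-MHB and M9 and 7.15% between R10LB and M9.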

In total, these five iModulons explained 34% of the variance between CA-MHB and R10LB (see Table S2).

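In R10LB against M9 the RpoS list again ranks first, with 7.24% of the squared difference (SD 0.0855). Fur-1 is next at 3.64%, CysB at 3.45%, GadEWX at 2.66% and Lrp at 2.45%. The 43 lists together carry 41.1% there and 42.7% between CA-MHB and R10LB, and the remainder lies in genes outside them.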

10.1128/mSphere.00443-21.9 TABLE S2 Fraction of expression variance explained by each iModulon between medium compositions. Download Table S2, XLSX file, 0.01 MB. Copyright © 2021 Sastry et al. 2021 Sastry et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### iModulons elucidate transcriptional markers of “greedy” growth in rich media.

The major source of expression variation between rich media (CA-MHB and R10LB) and minimal medium (M9) could be explained by the “fear-greed” trade-off, which balances fast growth (i.e., “greed”) and high stress response readiness (i.e., “fear”) (12, 22) (Fig. 2a). 

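RpoS list genes average −5.89 log2 in CA-MHB against M9 (SE 0.054, fry adjusted p = 1.64e-22) and −5.70 in R10LB against M9 (fry adjusted p = 2.94e-22). In CA-MHB 31 of the 32 genes are lower and 31 are differentially expressed, and in R10LB all 32 are both. A median-ratio shift of the libraries moves the CA-MHB value most, to −5.25. The acid response list GadEWX falls, at −4.69 (SE 0.15, fry adjusted p = 2.28e-15) in CA-MHB and −5.22 (SE 0.15, fry adjusted p = 5.60e-16) in R10LB, with all 14 genes differentially expressed in both. Its largest falls are in hdeA and hdeB in CA-MHB (−5.87 and −5.81) and in gadB and gadA in R10LB (−7.47 and −7.34). Both lists also hold under camera with an estimated correlation, at adjusted p = 1.82e-05 and 7.83e-06 for RpoS and 0.0366 and 0.0221 for GadEWX. Between the rich media the RpoS list differs by −0.19 (fry adjusted p = 6.30e-05).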

In rich media, bacterial cells experience significantly less environmental stress, leading to a strong decrease in the activity level of stress-related iModulons, such as RpoS and the GadEWX acid-response system (23). This reduced stress in turn frees cellular resources that can be allocated to promote growth, such as increased activity levels of iModulons encoding genes related to protein translation. These two processes are molecularly linked through (p)ppGpp, a signaling molecule that is produced when the cell experiences nutrient limitations or other stresses. ppGpp binds to RNA polymerase, changing its conformation to activate genes under the control of the RpoS stress response sigma factor and decrease transcription of genes related to translation (24, 25).

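The paper reasons that cells under less stress can spend more on growth. The translation list is higher by 1.19 (SE 0.060, fry adjusted p = 7.09e-12) in CA-MHB and 0.77 (SE 0.060, fry adjusted p = 1.90e-09) in R10LB, each against M9. All 54 genes are higher in both, though only 9 and 2 of them pass the 1.5 log2 threshold. The largest rises are those of rpmH and rpsU, 2.66 and 1.86 in CA-MHB. CA-MHB exceeds R10LB by 0.42 (fry adjusted p = 5.09e-06).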

**FIG 2:**
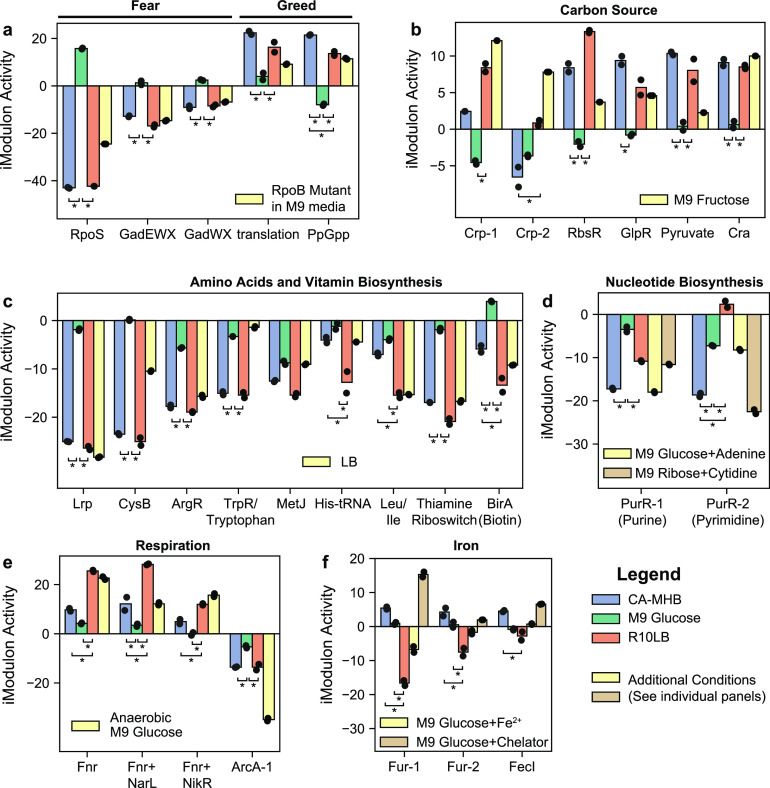
Mechanisms underlying the complex transcriptional response to different media. Bar charts show the iModulon activities for fear-greed iModulons (a), carbon source catabolism iModulons (b), amino acid and vitamin B iModulons (c), nucleotide biosynthesis iModulons (d), respiration iModulons (e), and iron-related iModulons (f). iModulon activities are computed relative to a reference condition (wild-type MG1655 grown in M9 minimal media from the PRECISE database). Individual measurements for independent biological replicates are plotted on top of bars. Asterisks (*) indicate a statistically significant differential iModulon activity (FDR < 0.1) between two of the three medium compositions (CA-MHB, M9, and R10LB). All other iModulons with significant activity differences are shown in Fig. S2b to d.

A mutated RNA polymerase (RpoBE672K) observed during adaptive laboratory evolution on glucose minimal media (22) is hypothesized to interfere with the ppGpp binding site on RNA polymerase. The iModulon activities of the WT strain under rich media are similar to the iModulon activities of the RNA polymerase mutant strain; both exhibit increased expression of the genes in the translation and ppGpp iModulons and decreased expression of genes in the stress-related RpoS and GadEWX iModulons. It is important to note that the direction of iModulon activities changes reflect the expression changes in iModulon genes (i.e., both derepression and binding of activators results in higher iModulon activities). Overall, these activities indicate that, as expected, minimal media induce more (p)ppGpp stress alarmone production than rich media.

Growth rate-dependent changes in gene expression have been observed to potentiate antibiotic resistance and tolerance (26). Using the growth rate information from PRECISE, we found that growth rate effects best explained the RpoS and translation iModulon activities (*R*^2^ = 0.39 and 0.30, respectively). However, growth effects on biosynthesis and energy metabolism iModulon activities were more muted (see Fig. S2a), indicating that the fear-greed iModulons are the primary targets of growth rate-dependent expression changes.

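For genes under CRP the differences between media depend on the gene and on the scaling. The Crp-1 list is lower in CA-MHB than in M9, at −0.96 (SE 0.16, fry adjusted p = 6.57e-05), but its 7 genes go both ways, with 2 differentially expressed upwards and 4 downwards and a median of −2.33. In R10LB against M9 its mean is −0.12 (fry adjusted p = 0.842) and becomes 0.36 after a median-ratio shift and 0.66 after quantile normalization, with a median of −1.74 over genes that run from −4.21 to 4.72. The Crp-2 list is lower in CA-MHB, at −0.77 (SE 0.17, fry adjusted p = 0.00194) relative to M9, a difference that is 0.044 after quantile normalization. Against R10LB it is lower, at −1.12 (fry adjusted p = 5.10e-05), with gatD (−3.16) and gatB (−2.35) first. Between R10LB and M9 Crp-2 is not called on TPM as deposited (0.35, median −0.019, fry adjusted p = 0.0889), but it is called at 0.83 after a median-ratio shift and at 0.87 after quantile normalization.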

Many iModulons related to carbon uptake were differentially activated between the three growth media, including those related to the global regulators CRP and Cra (Fig. 2b). CRP represses secondary carbon sources in the presence of glucose and is activated by cAMP, whereas Cra represses glycolysis and is deactivated by fructose derivatives (20). iModulons regulating alternative carbon sources, such as ribose (RbsR), glycerol (GlpR), and pyruvate, were active in both CA-MHB and R10LB, even though glucose is a component of RPMI. 

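The reference conditions against which the paper calls an iModulon active were not analysed here, so these are differences from M9 only. The ribose list RbsR is higher by 1.15 (SE 0.18, fry adjusted p = 5.15e-05) in CA-MHB and 3.43 (SE 0.18, fry adjusted p = 1.15e-11) in R10LB, led in R10LB by rbsA (4.48) and rbsD (3.97). The glycerol list GlpR is higher by 2.19 (fry adjusted p = 7.30e-10) in CA-MHB and 1.35 (fry adjusted p = 1.89e-07) in R10LB. For the 2 pyruvate genes the rise is 4.31 (fry adjusted p = 7.79e-12) in CA-MHB and 2.29 (fry adjusted p = 2.32e-08) in R10LB, where only btsT is higher (5.42) and yhjX is not (−0.84).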

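The Cra list of 16 glycolytic and fructose genes is higher in R10LB than in M9 by 0.53 (SE 0.068, fry adjusted p = 2.84e-06). In CA-MHB its mean is −0.42 (SE 0.068, fry adjusted p = 1.06e-08) relative to M9, and a median-ratio shift turns this to 0.22 (fry adjusted p = 0.989). Its genes do not move together, since fruB (4.08) and fruK (3.57) rise in CA-MHB while 13 of 16 are lower. CA-MHB lies below R10LB, at −0.95 (fry adjusted p = 3.32e-11).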

The Cra iModulon contains many glycolytic genes and was active in both RPMI and CA-MHB. iModulon activities for M9 media with fructose as a carbon source are shown in Fig. 2b, since many carbon uptake iModulon activities for this condition were similar to CA-MHB and R10LB.

Biosynthetic pathways for vitamins and amino acids contributed to 15 and 19% of the expression deviation from M9 for CA-MHB and R10LB, respectively (Fig. 2c). 

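Counted over 91 genes in 9 lists (Lrp, CysB, ArgR, Tryptophan, MetJ, His-tRNA, Leu/Ile, Thiamine and BirA), amino acid and vitamin synthesis carries 12.1% of the squared difference from M9 in CA-MHB (SD 0.170) and 14.2% in R10LB (SD 1.06). Leaving out weakly expressed genes moves both shares most, to 14.8% and 18.0%. All 9 lists are lower than in M9 in both media. The falls in CA-MHB run from −1.59 for His-tRNA (fry adjusted p = 5.79e-05) to −5.95 for CysB (fry adjusted p = 1.26e-16). In R10LB they run from −2.66 for MetJ (fry adjusted p = 2.45e-13) to −5.73 for CysB (fry adjusted p = 2.45e-16).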

Since R10LB contains 10% LB, we included the LB activities for comparison. 

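Between CA-MHB and R10LB the same 91 genes of amino acid and vitamin synthesis carry 2.70% of the squared difference (SD 0.614). Of the 9 lists, 3 are not called different by fry, namely Lrp (0.28, adjusted p = 0.190), CysB (−0.22, adjusted p = 0.0889) and Tryptophan (−0.25, adjusted p = 0.378). For CysB the median over its genes has the other sign, 0.085. ArgR and MetJ differ by 0.44 (fry adjusted p = 0.0256) and 0.36 (fry adjusted p = 8.23e-04). The vitamin lists Thiamine and BirA are higher in CA-MHB by 1.28 (fry adjusted p = 9.84e-05) and 1.83 (fry adjusted p = 2.53e-07). LB cultures were not analysed here.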

The iModulon activities of amino acid and B-vitamin iModulons are quite similar in CA-MHB, R10LB, and LB, suggesting a similar nutritional content. The main deviations between CA-MHB and R10LB appear to be in histidine and branched-chain amino acid biosynthesis that are regulated by tRNA-mediated transcriptional attenuation.

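The histidine list is higher in CA-MHB than in R10LB by 2.05 (SE 0.32, fry adjusted p = 7.67e-06), with all 8 genes differentially expressed and hisA (2.44) and hisD (2.30) first. When limma is fitted to these 2 conditions alone its fry adjusted p is 0.0711. The Leu/Ile list is higher by 1.49 (SE 0.22, fry adjusted p = 6.05e-06), all 10 genes in the same direction, of which ilvN (3.62) and ilvB (3.54) pass the threshold. Camera with an estimated correlation calls neither, at adjusted p = 0.137 for both.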

The PurR-2 iModulon, which controls pyrimidine biosynthesis, exhibited significantly lower activities in CA-MHB than in R10LB. 

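PurR-2 list genes are lower in CA-MHB than in R10LB, at −3.94 (SE 0.14, fry adjusted p = 4.92e-13), and 8 of the 9 are differentially expressed. This list also holds under camera with an estimated correlation (adjusted p = 0.0379). Relative to M9 the list is higher in R10LB by 1.52 (fry adjusted p = 6.77e-09) and lower in CA-MHB, at −2.42 (fry adjusted p = 4.33e-10).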

Lower PurR iModulon activities are associated with nucleotide supplementation, indicating higher pyrimidine content in CA-MHB than in R10LB (Fig. 2d). On the other hand, *de novo* purine biosynthesis pathway was downregulated in both CA-MHB and R10LB relative to M9 medium.

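Against M9 the purine list PurR-1 is lower, at −2.99 (SE 0.12, fry adjusted p = 4.64e-13) in CA-MHB and at −1.47 (SE 0.12, fry adjusted p = 7.85e-09) in R10LB. All 14 genes fall in CA-MHB, 11 of them differentially expressed, with purC (−4.86) and purM (−4.68) first. In R10LB 11 of 14 fall and 9 are differentially expressed. CA-MHB lies below R10LB, at −1.52 (fry adjusted p = 2.01e-09).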

iModulons related to anaerobic respiration were another large contributor to expression deviation in CA-MHB compared to the other two media (Fig. 2e). 

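The 31 genes of the 3 Fnr lists carry 6.27% of the squared difference between CA-MHB and R10LB (SD 0.781). Their share is 3.01% between R10LB and M9 (SD 0.208) and 0.357% between CA-MHB and M9 (SD 0.0700).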

Three iModulons were enriched with the transcription factor Fnr: one iModulon uniquely enriched with the Fnr regulon, one iModulon enriched with genes coregulated by Fnr and the nitrate-responsive regulator NarL, and a final iModulon containing all genes coregulated by Fnr, NarL, and the nickel regulator NikR. 

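The Fnr list is lower in CA-MHB than in R10LB, at −1.99 (SE 0.20, fry adjusted p = 7.44e-08), led by ansB (−3.27) and pepT (−2.61). Fnr+NarL falls, at −4.18 (fry adjusted p = 1.55e-09), with narG (−5.66) and narH (−5.43) first, and Fnr+NikR at −3.45 (fry adjusted p = 1.18e-11). Under camera with an estimated correlation only Fnr+NikR keeps its call (adjusted p = 0.0311), while Fnr and Fnr+NarL have adjusted p = 0.118 and 0.0863. In R10LB against M9 the 3 lists rise by 1.69 (fry adjusted p = 1.54e-06), 5.11 (fry adjusted p = 4.11e-11) and 4.50 (fry adjusted p = 1.29e-13). In CA-MHB against M9 Fnr+NarL and Fnr+NikR rise by 0.93 (fry adjusted p = 0.00637) and 1.05 (fry adjusted p = 1.21e-05). The Fnr list itself is −0.30 (SE 0.20, fry adjusted p = 0.0470) there and turns to 0.34 after a median-ratio shift and 0.64 after quantile normalization.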

An additional iModulon in this group was related to ArcAB, a two-component system that senses the redox state of quinone electron carriers to regulate the tricarboxylic acid (TCA) cycle among other genes (27, 28). ArcA iModulon activities were partially reduced in both CA-MHB and R10LB.

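The ArcA list of TCA cycle genes is lower than in M9, at −2.07 (SE 0.21, fry adjusted p = 2.17e-09) in CA-MHB, where 13 of 14 genes are differentially expressed, gltA (−3.80) and icd (−3.36) most. In R10LB it is lower, at −0.86 (SE 0.21, fry adjusted p = 2.17e-05), with 2 genes differentially expressed. CA-MHB lies below R10LB, at −1.21 (fry adjusted p = 1.02e-05). The 2 untreated R10LB cultures differ in this list, which limits both R10LB values. The change after CIP in R10LB, for example, is −1.01 without untreated culture 1 and −0.12 without untreated culture 2.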

Iron regulation accounted for a large portion of the expression deviation between CA-MHB and R10LB, as represented by two Fur-enriched iModulons and the FecI iModulon (Fig. 2f). 

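Over 63 genes in the Fur-1, Fur-2, Fur-shared and FecI lists, iron regulation carries 13.0% of the squared difference between CA-MHB and R10LB (SD 1.53). Its shares are 4.65% between R10LB and M9 and 1.71% between CA-MHB and M9. Fur-1 genes are higher in CA-MHB than in R10LB by 2.91 (SE 0.10, fry adjusted p = 7.43e-14) and 27 of 36 are differentially expressed upwards. FecI genes are higher by 3.67 (SE 0.13, fry adjusted p = 2.00e-13), all 5 differentially expressed. Fur-2 genes are higher by 0.85 (fry adjusted p = 1.09e-07), but 5 of 14 are lower, ftnA most (−4.06). Camera with an estimated correlation calls Fur-1 (adjusted p = 0.00452) and FecI (adjusted p = 0.0164) and not Fur-2 (adjusted p = 0.0929).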

Fur binds to free iron (FeII) and represses genes related to iron siderophore synthesis and transport (29). 

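Fur-1 list genes average 2.27 log2 (TPM + 1) in untreated R10LB, 5.18 in CA-MHB and 5.77 in M9, with an SD between cultures of 0.0594, 0.113 and 0.0881. R10LB thus lies below M9, at −3.50 (fry adjusted p = 3.49e-15). CA-MHB differs from M9 by −0.59 (SE 0.10, fry adjusted p = 0.00521), and this turns to 0.050 after a median-ratio shift and 0.36 after quantile normalization. The 9 genes shared by both Fur iModulons are lower in R10LB than in M9, at −3.07 (fry adjusted p = 3.82e-11) and than in CA-MHB by 3.00. FecI list genes are 3.14 (fry adjusted p = 4.64e-13) higher in CA-MHB than in M9 and differ between R10LB and M9 by −0.52 (fry adjusted p = 0.00126), which is 0.47 after quantile normalization.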

Low iModulon activity, as seen in R10LB, indicates repression of Fur-regulated genes. FecI senses iron (III) and activates the expression of iron (III) uptake genes.

A few additional iModulons were differentially activated across the multiple medium conditions, and coincidently discriminate the biological processes that are perturbed between the reference M9 expression profile in PRECISE and the expression profiles from M9 media generated in this study. Three iModulons related to the Rcs-phosphorelay were activated in the new M9 and CA-MHB expression profiles (see Fig. S2b). 

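In untreated cultures the RcsAB list averages 3.28 log2 (TPM + 1) in M9, 2.12 in CA-MHB and 0.783 in R10LB. The BluR list stands at 7.47, 3.69 and 2.55 in the same order and the curli list at 6.06, 2.48 and 1.27. R10LB is thus lowest for all 3, at −2.50 (fry adjusted p = 9.84e-12), −4.93 (fry adjusted p = 1.77e-10) and −4.79 (fry adjusted p = 9.84e-12) relative to M9. CA-MHB exceeds R10LB by 1.33 (fry adjusted p = 1.16e-07), 1.15 (fry adjusted p = 0.00415) and 1.20 (fry adjusted p = 2.53e-04) and lies below M9, at −1.17 (fry adjusted p = 1.63e-07), −3.78 (fry adjusted p = 6.79e-09) and −3.59 (fry adjusted p = 4.90e-10). PRECISE, to which the paper compares these media, was not analysed here.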

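Untreated cultures hold the FlhDC list at 6.82 log2 (TPM + 1) in R10LB, 4.42 in M9 and 3.49 in CA-MHB. All 25 genes are differentially expressed in R10LB against M9 (fry adjusted p = 6.35e-10). CA-MHB differs from M9 by −0.93 (fry adjusted p = 5.15e-05), or by 0.062 after quantile normalization. The FliA list is at 5.71, 5.96 and 5.57 in R10LB, M9 and CA-MHB, and 0 of its 16 genes are differentially expressed between any pair of media. Its difference from M9 is −0.39 (fry adjusted p = 0.00225) in CA-MHB, which is 0.24 after a median-ratio shift and 0.62 after quantile normalization. In R10LB the difference from M9 is −0.25 (fry adjusted p = 0.0147), which is 0.23 and 0.52 after the same scalings. These are levels in the 3 media, and the reference cultures of the paper were not analysed here.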

The FliA iModulon, which controls chemotaxis, was activated in all three media, whereas the FlhDC iModulon, which controls biosynthesis and assembly of flagella, was only activated in R10LB (see Fig. S2c).

Although the three media induced vastly different gene expression changes, we used iModulons to simplify the analysis from hundreds of differentially expressed genes to a few dozen key regulators. This interpretation provided a tractable understanding of how medium components affect transcriptional regulation and laid the groundwork for investigating responses to antibiotic treatment.

### Antibiotic activities vary across medium compositions.

To examine how bacterial transcriptional responses impact antibiotic susceptibility, we conducted standardized AST for several antibiotics against E. coli MG1655 in CA-MHB, M9, and R10LB (Table 1). Briefly, E. coli was grown overnight in each of the three media, subcultured the following morning, and grown until reaching the logarithmic phase (∼0.4 optical density at 600 nm [OD_600_]). Logarithmic phase cultures were diluted to an OD_600_ of 0.002 and exposed to serial dilutions of the nine selected antibiotics (see Materials and Methods) (6). After 20 h, the cell density was measured to identify the amount of drug required to inhibit ≥90% of the growth of the untreated controls. In three cases, cell growth was uninhibited in all drug concentrations (e.g., ampicillin [AMP] on M9); in one case, the MIC could not be determined (rifampin [RIF] on R10LB).

**TABLE 1:** MIC_90_ of nine antibiotics on three media

Antibiotic (abbreviation)^*a*^	Drug information		MIC_90_ (μg/ml)		
	Class	Target process	CA-MHB	M9	R10LB
Ampicillin (AMP)	Penicillin	Cell wall	64	>16	256
Ceftriaxone (CTR)*	Cephalosporin	Cell wall	0.25	0.016	0.25
Ciprofloxacin (CIP)*	Quinolone	DNA gyrase	0.016	0.008	0.004
Fosfomycin (FOS)	Fosfomycin	Cell wall	16	64	>64
Meropenem (MEM)*	Carbapenem	Cell wall	0.016	0.031	0.13
Nitrofurantoin (NIT)	Furan	Multiple	256	128	>512
Plazomicin (PLZ)	Aminoglycoside	30S inhibitor	0.25	0.13	0.13
Rifampin (RIF)	Rifampin	Transcription	16	8	NA
Trimethoprim-sulfamethoxazole (T/S)*	Pyrimidine/sulfa	Folate synthesis	1	0.13	1

a *, Selected for further analysis.

Based on clear medium-dependent alterations in activity, we selected four antibiotics for further investigation. Two selected antibiotics, ceftriaxone (CTR) and trimethoprim-sulfamethoxazole (T/S), had identical susceptibilities in the rich media (CA-MHB and R10LB) and a lower MIC_90_ in M9. Ciprofloxacin was selected as it was most effective in R10LB and least active in CA-MHB. Meropenem (MEM) resulted in the opposite trend in susceptibility, where it was most effective in CA-MHB and least active in R10LB.

According to the standardized AST as set forth by the Clinical and Laboratory Standards Institute (CLSI) (30), MIC_90_ was measured using an inoculum density of ∼1 × 10^5^ CFU/ml (Table 1). However, we required a significantly higher cell density (∼2.5 × 10^7^ CFU/ml) to collect enough mRNA for transcriptomic analysis. Since antibiotic susceptibility can be density dependent, we reassessed antibiotic bactericidal activity at the same culture density used for the mRNA isolations (Fig. 3a). From these data, we determined the minimum bactericidal concentration (MBC_99_) for each antibiotic in each medium type (Fig. 3b). At the higher culture densities, no differences were observed for ciprofloxacin (CIP) and CTR bactericidal activities in CA-MHB or R10LB, whereas T/S was more effective in CA-MHB than in R10LB. CIP, CTR, and T/S had the lowest bactericidal activity in M9. Despite being classified as bactericidal, no tested dose of MEM was able to eradicate MG1655 at these higher culture densities (see Fig. S3a). Corroborating the MBC_99_ results, MICs at the higher densities used for the RNA-seq analysis were likewise increased ∼5-fold from baseline MICs (see Fig. S3b).

**FIG 3:**
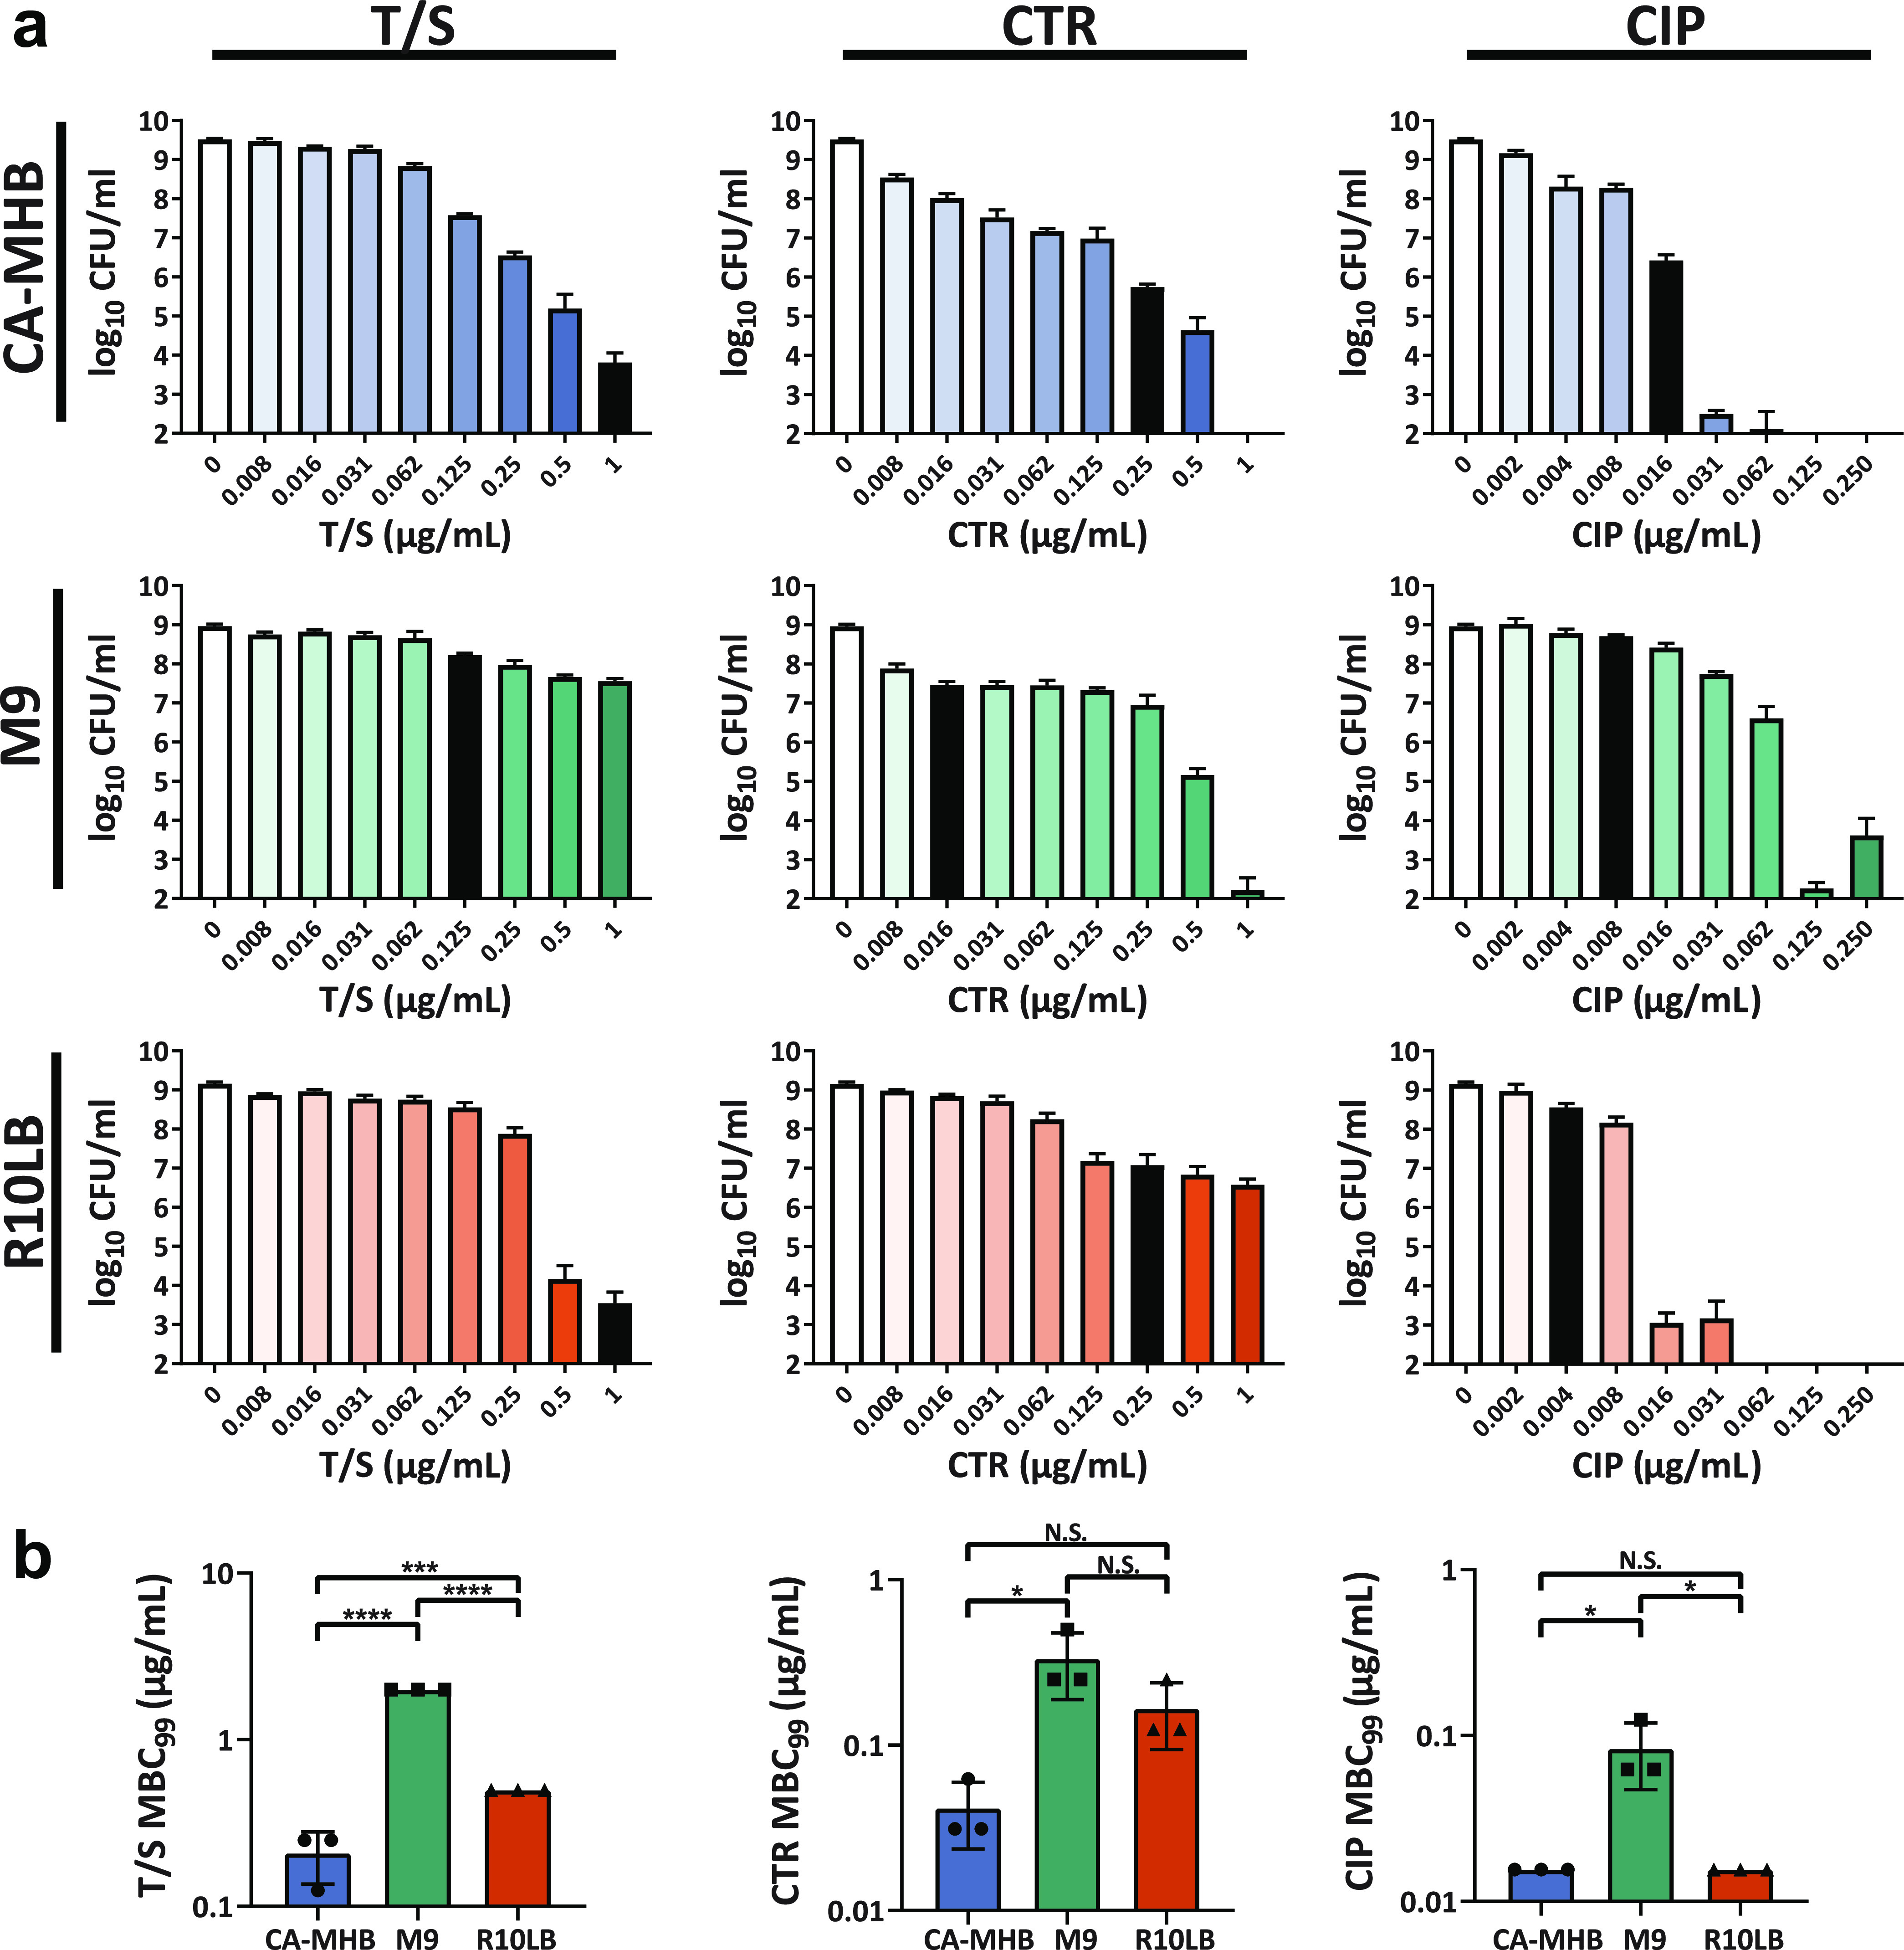
Minimum bactericidal concentration (MBC) of three antibiotics across three medium conditions. (a) Survival rates under different antibiotic concentrations. Black bars designate the concentration of antibiotics used in RNA-seq cultures (i.e., MIC_90_ in relevant media). Missing bars indicate the measured CFU are below the limit of detection. (b) Bar chart comparing MBC_99_ of each antibiotic across media. T/S, trimethoprim-sulfamethoxazole; CTR, ceftriaxone; CIP, ciprofloxacin.

10.1128/mSphere.00443-21.4 FIG S3 MIC and MBC for Meropenem. (a) Survival rates under different MEM concentrations. Black bars designate the concentration of MEM used in RNA-seq cultures (i.e., MIC_90_ in relevant media). (b) Fold change in MIC_90_ between a starting OD_600_ of ∼0.0004 versus 0.05. Download FIG S3, PDF file, 0.3 MB. Copyright © 2021 Sastry et al. 2021 Sastry et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Consistent transcriptional effects of subinhibitory antibiotic treatment.

Since the ICA-based decomposition of transcriptomes provided a clear explanation of the complex responses to different medium compositions, we applied a similar approach to investigate the effects of antibiotic treatment. The MIC_90_ of each antibiotic in each medium was selected as the experimental treatment dose, as indicated by the black bars in Fig. 3a. 

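The antibiotic comparisons use the 24 treated libraries, 2 cultures for each of 4 antibiotics in 3 media, and the 6 untreated libraries. Each treated condition is compared with the untreated cultures of its medium, so the 4 comparisons within a medium share the same 2 controls. Table 1 of the paper gives doses of 0.016, 0.008 and 0.004 µg/ml for CIP, 0.25, 0.016 and 0.25 µg/ml for CTR, 0.016, 0.031 and 0.13 µg/ml for MEM and 1, 0.13 and 1 µg/ml for T/S in CA-MHB, M9 and R10LB. The library labels read 16, 32 and 64 µg/ml for CIP, 256 µg/ml, 4.1 mg/ml and 256 µg/ml for CTR, 256, 128 and 32 µg/ml for MEM and 16, 131 and 16 mg/ml for T/S. For each antibiotic the label is higher in the media where the Table 1 dose is lower, so the labels may be something other than doses. Which of the 2 sets is right cannot be read from the expression values. In CA-MHB the thresholds of 1.5 log2 and a limma adjusted p of 0.05 give 313 differentially expressed genes after CIP, 256 after T/S and 201 after CTR. In M9 the counts are 180, 181 and 125, and in R10LB 519, 511 and 474. A fold-change threshold of 1 moves them most, for example to 672 after CIP in CA-MHB and 1001 after CIP in R10LB. The median log2 fold change over all genes is 0.18 after T/S and 0.10 after CTR in CA-MHB, and −0.16, −0.17 and −0.17 after CIP, T/S and CTR in M9. Splits into higher and lower genes move with those shifts, from 110 and 146 to 63 and 204 after a median-ratio shift for T/S in CA-MHB. For CTR in M9 they go from 34 and 91 to 49 and 66. Quantile normalization moves the split from 68 and 245 to 93 and 194 for CIP in CA-MHB, from 56 and 124 to 66 and 71 for CIP in M9, from 40 and 141 to 61 and 107 for T/S in M9, and from 112 and 399 to 172 and 298 for T/S in R10LB. Whether the effect of an antibiotic differs between media was tested for lists the paper treats in this way, 27 differences of log2 fold changes with fry adjusted over the 27.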

Cells were treated with antibiotics during exponential growth and sampled for RNA sequencing 30 min after treatment.

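Of the sum of squares of log2 (TPM + 1) over the 30 libraries, medium accounts for 72.0%, antibiotic for 11.7%, their interaction for 12.1% and differences between the 2 cultures for 4.20%. A pseudocount of 0.25 moves the medium share most, to 68.9%. After subtracting the untreated mean of each medium, medium still holds 43.2% over the 24 treated libraries, the interaction 26.0%, antibiotic 22.5% and cultures 8.26%. All 8 changes within a medium share the same subtracted mean, which adds to the medium share. Simulated libraries with that sharing give a medium share of 32.3% without any change and of 16.2% (17.1% at most) with the same change in every medium. In the data before subtraction the nearest library by Pearson r is of the same medium for 30 of 30 libraries, and of the same condition for 27 of 30. After that subtraction the nearest library is of the same condition for 24 of 24. It is of the same medium for 24 of 24 in simulations without any change too, so that count does not show an effect of medium. A cut into 3 clusters then puts all 8 CA-MHB and all 8 R10LB libraries into 1 cluster and divides M9 into 2 and 6. On the values before subtraction, average linkage cut into 3 clusters does not give the 3 media, because M9 forms 1 cluster of 10 while the other 2 hold 4 R10LB libraries and, together, 10 of CA-MHB with 6 of R10LB.

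**Figure D2:**
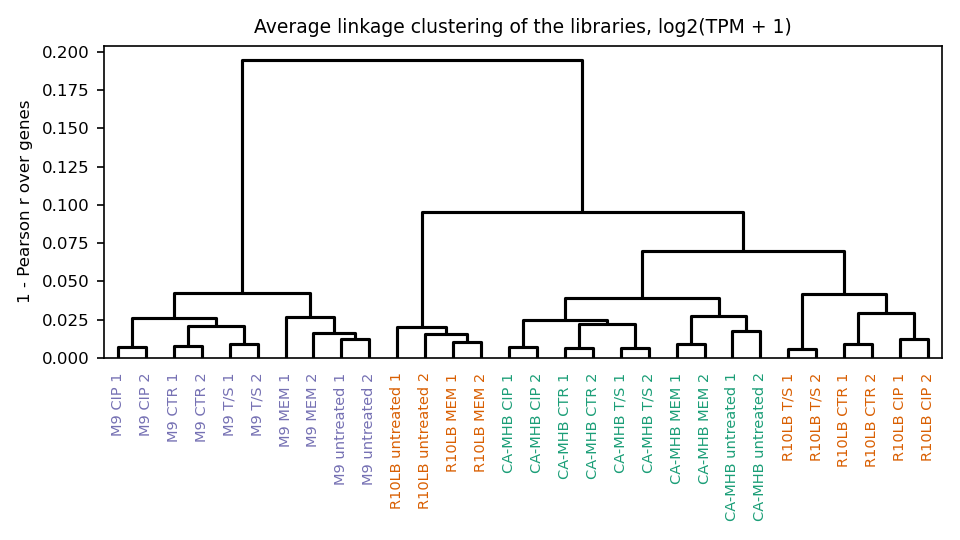
Average linkage clustering of the 30 libraries on 1 minus Pearson r over 3938 genes, with each library named by medium, antibiotic and culture and coloured by medium. M9 separates first, and the untreated and MEM libraries of R10LB stand apart from its CIP, T/S and CTR libraries.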

Gene expression after antibiotic treatment primarily clustered by medium, even when controlling for medium-specific responses (see Fig. S4a and b). Although MEM treatment did not kill MG1655 at any concentration (see Fig. S3a), it still induced small changes in the transcriptome (see Fig. S4c). However, these effects were not reflected in the MBC_99_, and we removed MEM-treated transcriptomes from subsequent analyses.

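MEM changes 122 genes in CA-MHB, 10 higher and 112 lower, and the split is 22 and 79 after a median-ratio shift. After MEM the median over all genes is −0.19 in CA-MHB, −0.11 in M9 and −0.12 in R10LB. The largest changes in CA-MHB are btsT (−3.96), narK (−3.77) and b0553_1 (−3.21). In M9 26 genes change, 24 of them higher, led by wzb, wza and yjbE, all targets of RcsAB, at 2.89, 2.54 and 2.52. That count is 119 without MEM culture 2 of M9, and the median absolute difference between the 2 MEM cultures of M9, 0.332 log2, is the largest of the 15 conditions. R10LB has 14 genes, between 1 and 36 as single cultures are left out. Fitted with limma to the 2 conditions alone, MEM gives 0 genes in M9 and 0 in R10LB, where 375 and 256 genes have an unadjusted p below 0.05, 31 and 19 of them past the fold-change threshold. In CA-MHB that fit gives 99. Of the 43 lists fry calls 17 in CA-MHB and 12 in M9, with a mean beyond 1 log2 for 7 and 2. The RcsAB list rises by 2.11 (SE 0.13, fry adjusted p = 1.84e-09) in M9 and is called by camera with an estimated correlation as well (adjusted p = 2.03e-05).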

10.1128/mSphere.00443-21.5 FIG S4 Medium composition is the major determinant of gene expression. (a) Heatmap of gene expression values in log_2_-transformed transcripts per million (log-TPM) with hierarchical clustering. (b) Heatmap of expression fold changes of antibiotic-treated cells compared against the untreated control for the respective medium composition. (c) Significantly changed iModulon activities resulting from MEM treatment in M9 and CA-MHB media. 

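In R10LB fry calls 14 of the 43 lists after MEM, of which 9 are also called by camera with the preset correlation and 0 by camera with an estimated one. The changes are small, with 3 beyond 1 log2, namely Fnr+NarL at −1.40 (fry adjusted p = 0.00453), MalT at −1.21 (fry adjusted p = 0.00988) and BluR at −1.07 (fry adjusted p = 0.0354). Next are Pyruvate at −0.92 (fry adjusted p = 0.00988) and proVWX at −0.76 (fry adjusted p = 9.07e-04). The largest gene changes are narI (−2.50), tnaB (−2.29) and narJ (−2.25).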

No significant iModulons were detected in R10LB. Download FIG S4, PDF file, 0.6 MB. Copyright © 2021 Sastry et al. 2021 Sastry et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We first compared medium-specific changes in iModulon activity between antibiotic treatment versus untreated control in each of the three growth media (Fig. 4a and Table S3). 

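Genes differentially expressed in the same direction after CIP, T/S and CTR number 86 in CA-MHB (13 higher and 73 lower), 40 in M9 (14 and 26) and 218 in R10LB (57 and 161). The 3 comparisons share their untreated cultures, and simulated libraries without any effect, with the same sharing, give 0 such genes. Simulated unchanged libraries rarely pass both thresholds even in a single comparison, so that count says little about the sharing. With a fold-change threshold of 1 the counts are 208, 112 and 454. Correlations between the changes after the 3 antibiotics are 0.732 to 0.759 in CA-MHB, 0.587 to 0.715 in M9 and 0.742 to 0.836 in R10LB, against simulated values of 0.498, 0.501 and 0.498 from the shared cultures alone. The untreated pairs differ by a median of 0.220, 0.217 and 0.324 log2 in these media. The pairs after the 3 antibiotics differ by 0.123 to 0.146, 0.146 to 0.170 and 0.126 to 0.221. Noisier shared cultures raise such correlations, and the simulated values hardly vary with the medium. Correlations above them therefore do not alone show a common response. With MEM the changes after the other antibiotics correlate at 0.530 to 0.622, −0.147 to 0.0775 and 0.362 to 0.423, where the simulated values are 0.500, 0.500 and 0.499. In CA-MHB 53 of the 73 lowered genes are also called lower after MEM, against 0 of 26 in M9 and 10 of 161 in R10LB. The largest common falls, as means over CIP, T/S and CTR, are glpT (−4.56), narK (−4.14) and tdcA (−4.04) in CA-MHB. In M9 they are ymgC (−4.23), ariR (−3.46) and ycgZ (−3.31), and in R10LB tdcA (−5.17), narK (−4.92) and pyrB (−4.87). Only 1 gene is common to all 3 media, and 45 are lowered and 0 raised in both CA-MHB and R10LB.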

Regardless of their mechanisms of action, several trends in iModulon activities were observed across all three antibiotics. Antibiotic treatment increased activity of the translation iModulon in M9 and R10LB (Fig. 4b) but had no consistent effect on the RpoS iModulon across the three antibiotic classes. 

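In M9 the translation list rises by 0.24 (SE 0.060, fry adjusted p = 0.00251) after CIP, 0.22 (SE 0.060, fry adjusted p = 0.00839) after T/S and 0.42 (SE 0.060, fry adjusted p = 9.47e-06) after CTR. A median-ratio shift moves these most, to 0.36, 0.34 and 0.58. The rises are small, with 0 of 54 genes differentially expressed in M9. In R10LB the list rises by 0.38 (SE 0.060, fry adjusted p = 1.22e-05), 0.58 (SE 0.060, fry adjusted p = 1.34e-07) and 0.29 (SE 0.060, fry adjusted p = 1.13e-04). When camera estimates the correlation it keeps only CTR in M9 (adjusted p = 0.00883), against 0.0522 to 0.433 for the other 5. The calls after CIP and T/S in M9 rest on untreated culture 1 of M9, without which the changes are 0.17 (fry adjusted p = 0.0632) and 0.15 (fry adjusted p = 0.163). The T/S call is also lost without T/S culture 2 of M9, at 0.18 (fry adjusted p = 0.0863), and after quantile normalization, at 0.15 (fry adjusted p = 0.129). When limma is fitted to 2 conditions alone all 3 calls in M9 are lost (fry adjusted p = 0.172, 0.295 and 0.0801). In CA-MHB the list does not change after CIP (−0.0014, fry adjusted p = 0.949), T/S (0.048, −0.18 after a median-ratio shift, fry adjusted p = 0.564) or CTR (0.046, fry adjusted p = 0.332), and its median after CIP has the other sign, 0.16. R10LB exceeds CA-MHB in this response by 0.38 (SE 0.085, fry adjusted p = 5.88e-04) after CIP, 0.53 (SE 0.085, fry adjusted p = 2.44e-05) after T/S and 0.24 (SE 0.085, fry adjusted p = 0.0138) after CTR. The RpoS list goes up in CA-MHB after CIP (0.23, fry adjusted p = 0.00115), T/S (0.59) and CTR (0.49) and down in M9, at −0.32, −1.01 and −0.65 (largest fry adjusted p = 1.68e-04). In R10LB it changes by −0.19 (fry adjusted p = 0.00228) after CIP, 0.045 (fry adjusted p = 0.570) after T/S and −0.080 (fry adjusted p = 0.108) after CTR.

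**Figure D3:**
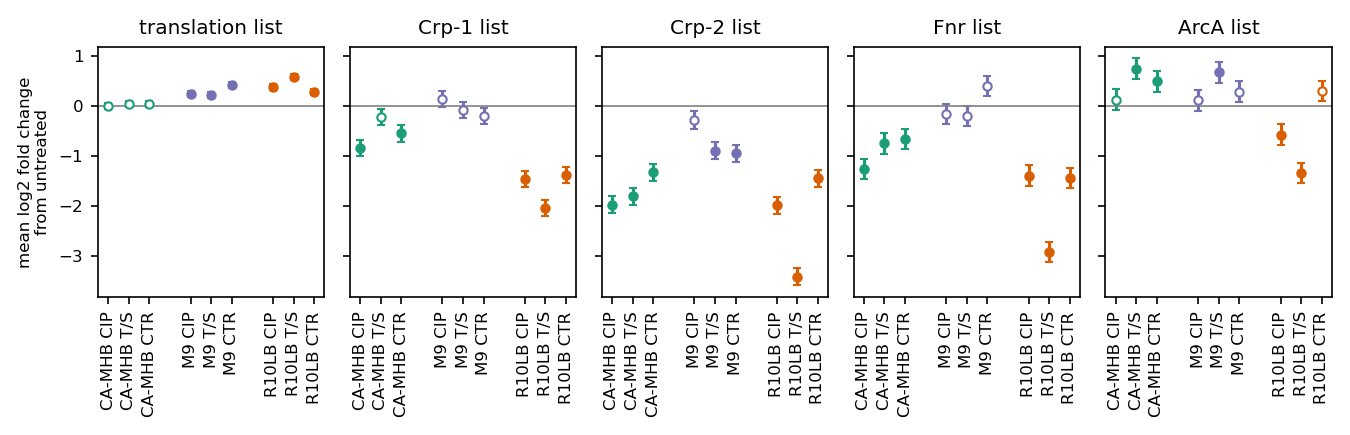
Mean log2 fold change from untreated cultures for 5 gene lists after CIP, T/S and CTR in each medium, with bars of 1 SE and filled points for changes that fry calls. The translation list rises in M9 and R10LB only, and Crp-2 and Fnr fall in both rich media.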

Although none of the selected antibiotics interact directly with the ribosome, this indicated that antibiotic-mediated stress could indirectly increase ribosome levels in the cell.

**FIG 4:**
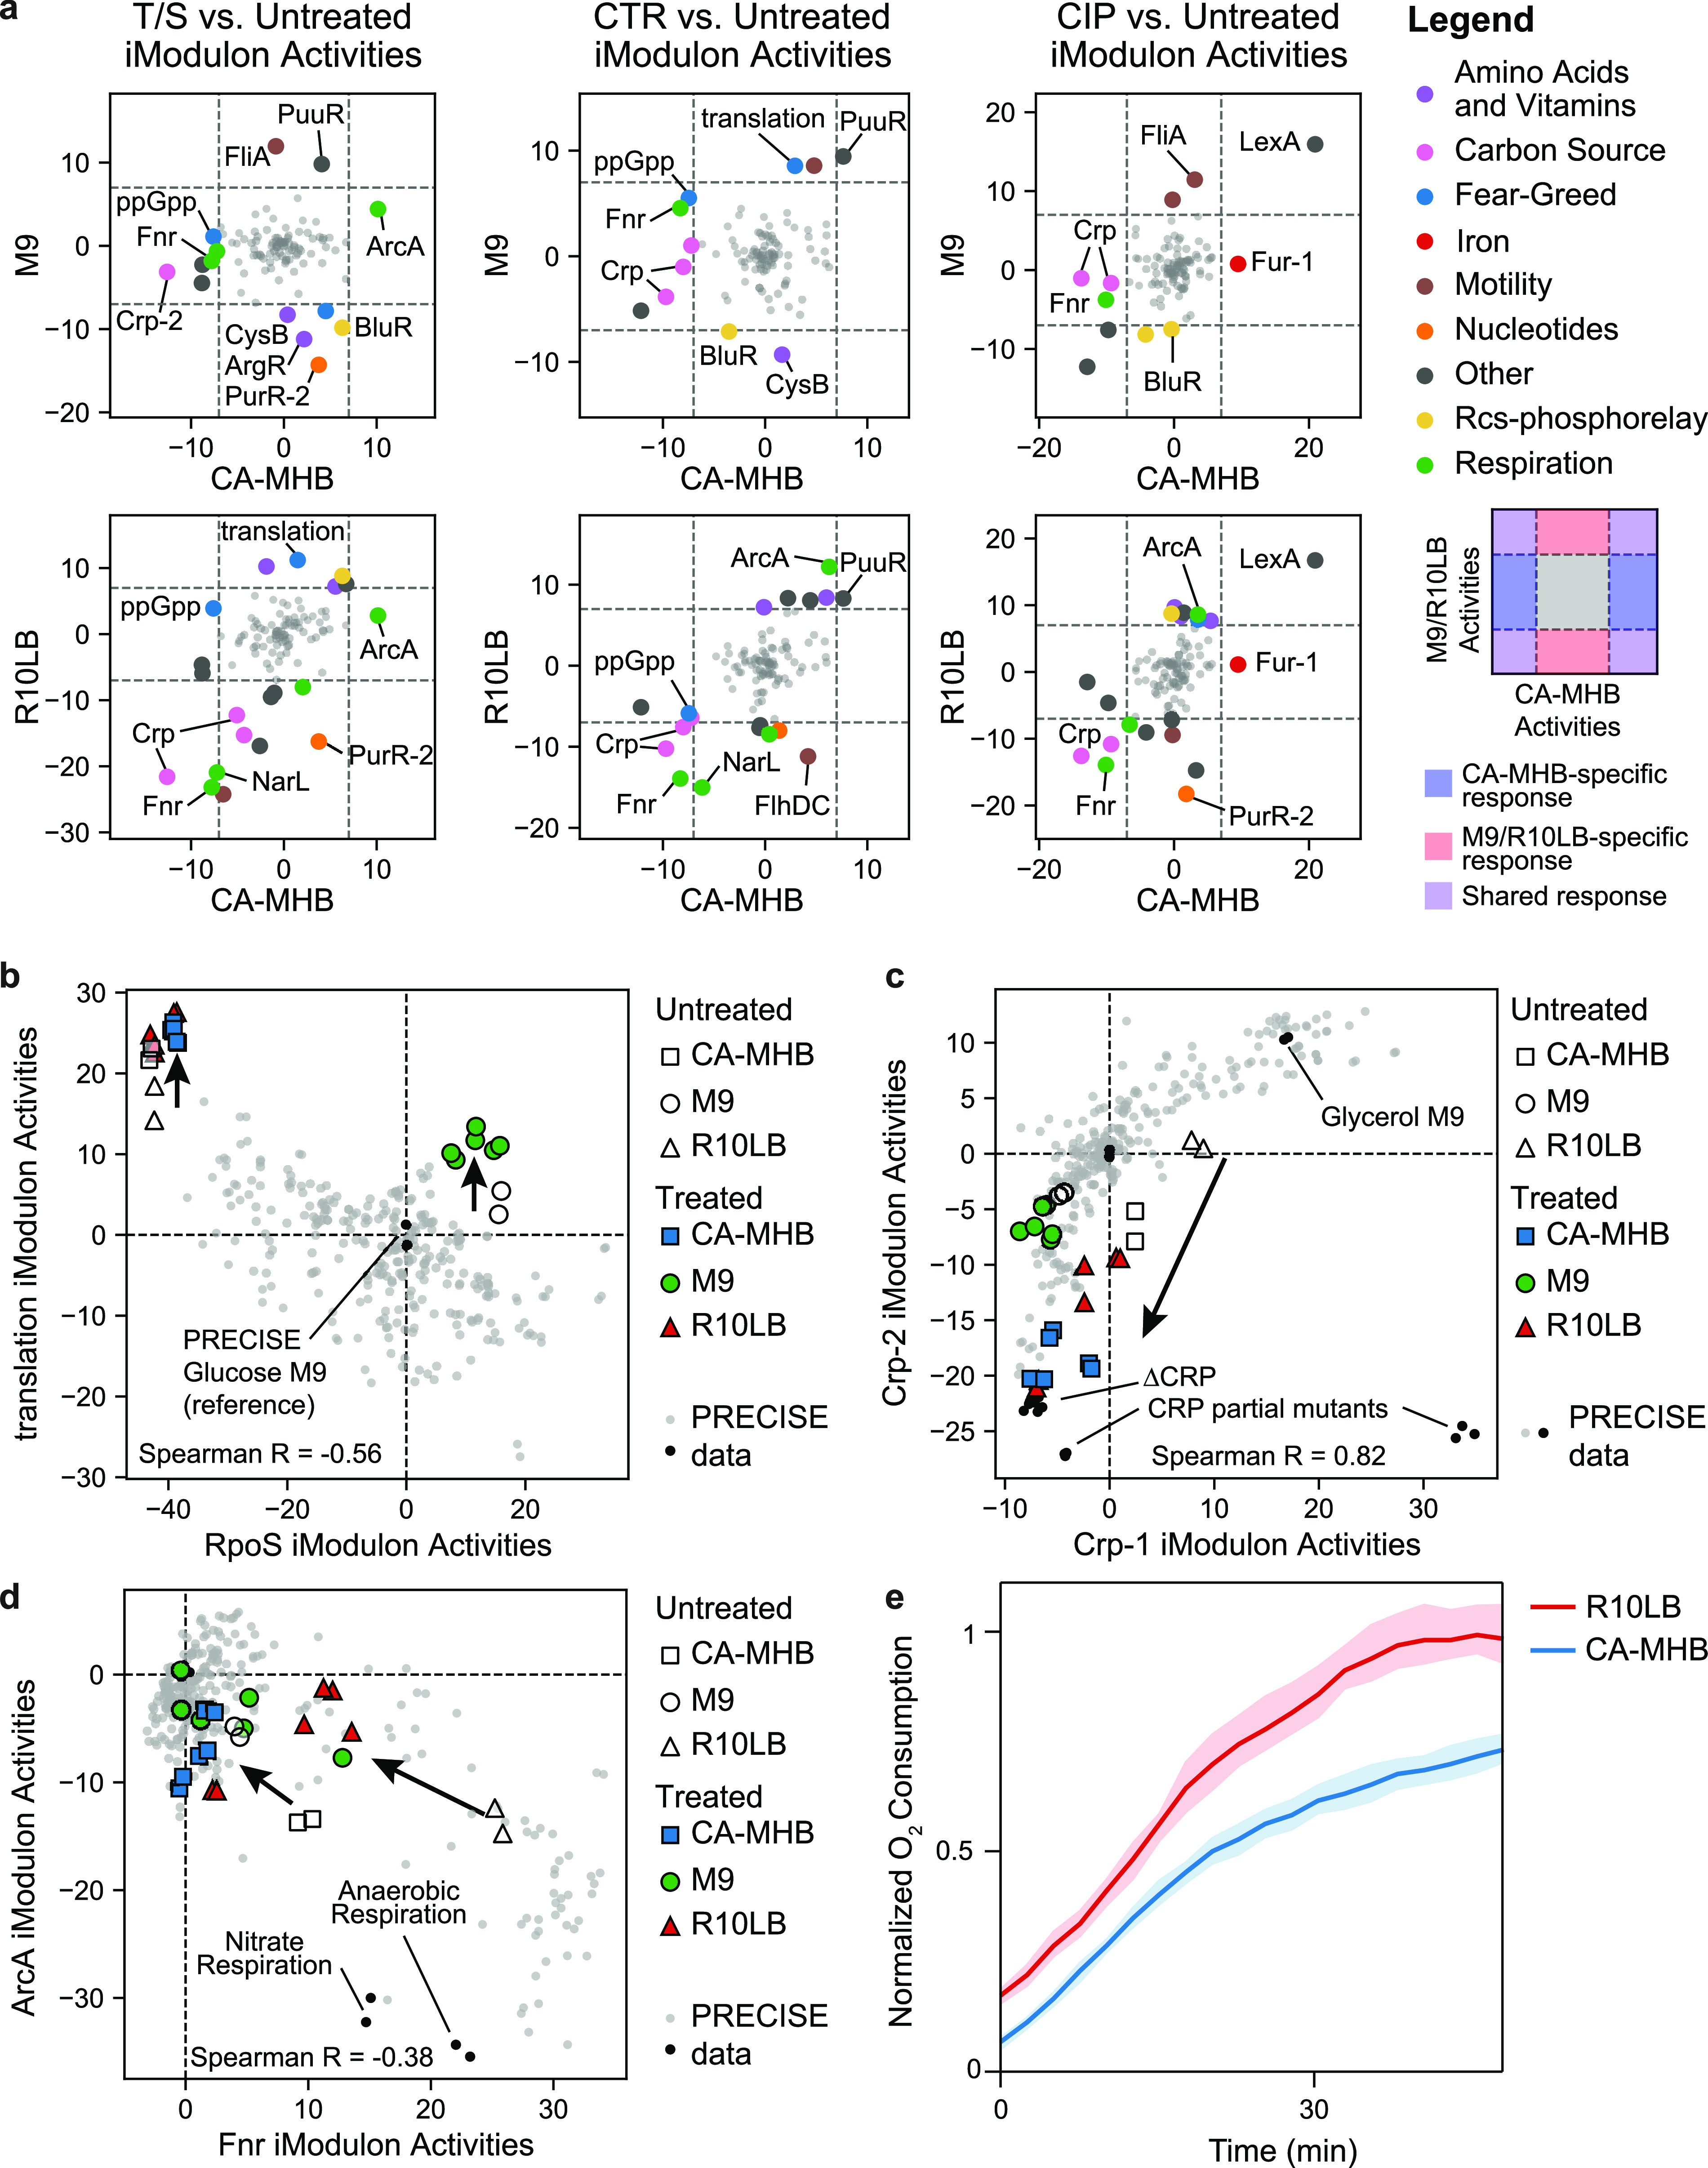
Selected transcriptional trade-offs that are independent of drug targets. Arrows indicate the effect of antibiotic treatment in rich media. (a) Pairwise comparison of iModulon activity changes between treated and untreated cells across three media. Colored points outside the dashed lines indicate statistically significant iModulon activities. (b) Scatterplot of the RpoS and Translation iModulon activities across PRECISE. (c) Scatterplot of the Crp-1 and Crp-2 iModulon activities across PRECISE. iModulon activities from CRP knockout and partial knockout strains are also shown. (d) Scatterplot of Fnr and ArcA iModulon activities across PRECISE. Anaerobic respiration conditions from PRECISE are also highlighted. (e) Oxygen consumption over time, as measured by normalized fluorescence, in CA-MHB and R10LB.

10.1128/mSphere.00443-21.10 TABLE S3 Statistically significant changes in iModulon activity upon antibiotic treatment for all four antibiotics across the three medium types. 

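Of the 43 lists, fry calls 22 after CIP, 27 after T/S and 29 after CTR in CA-MHB. The numbers in M9 are 22, 22 and 18 and in R10LB 35, 35 and 27. Changes beyond 1 log2 are 12, 9 and 11 in CA-MHB, 9, 12 and 10 in M9 and 22, 22 and 16 in R10LB. Camera with an estimated correlation calls far fewer, 1, 0 and 11 in CA-MHB, 6, 9 and 10 in M9 and 1, 0 and 0 in R10LB. The mean and median of a called list differ in sign once, for GadEWX after CTR in R10LB, at −0.41 and 0.13. Adjusting p over a list alone instead of all genes changes the number of differentially expressed members in 7 cases. These are GadEWX after CIP in M9 (6 over all genes and 7 over the list), BluR after T/S in CA-MHB and R10LB (3 and 4 in both), MalT after MEM in R10LB (1 and 2) and Copper in R10LB after T/S and CTR (1 and 0) and MEM (0 and 3).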

Download Table S3, XLSX file, 0.01 MB. Copyright © 2021 Sastry et al. 2021 Sastry et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

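The Crp-2 list falls in CA-MHB after CIP (−1.97, fry adjusted p = 4.03e-08), T/S (−1.80, fry adjusted p = 1.57e-07) and CTR (−1.32, fry adjusted p = 1.75e-06). In R10LB it falls as well, at −1.98 (SE 0.17, fry adjusted p = 6.70e-08), −3.41 (SE 0.17, fry adjusted p = 2.52e-11) and −1.45 (SE 0.17, fry adjusted p = 1.48e-06). Of its 17 genes 14 are differentially expressed after T/S in R10LB, gatD (−6.41) and gatB (−6.11) most. The Crp-1 list falls in R10LB, at −1.47 (fry adjusted p = 1.33e-07) after CIP, −2.04 (fry adjusted p = 1.18e-09) after T/S and −1.38 (fry adjusted p = 5.12e-07) after CTR. In CA-MHB its falls are −0.83 (fry adjusted p = 5.05e-05) after CIP and −0.55 (fry adjusted p = 9.44e-04) after CTR, while T/S leaves it at −0.21 (fry adjusted p = 0.0872), a change that 4 of the alternatives call, for example at −0.44 after a median-ratio shift (fry adjusted p = 0.00159). Leaving out weakly expressed genes, which leaves 2 of the 7, moves the CIP value most, to −1.89. Among these falls camera with an estimated correlation calls only that of Crp-2 after CTR in CA-MHB (adjusted p = 0.0406). In M9 Crp-1 is not called after any of the 3, and Crp-2 falls after T/S (−0.89) and CTR (−0.94). The fall is larger in R10LB than in CA-MHB after T/S for both lists, with differences of −1.83 (fry adjusted p = 8.88e-07) for Crp-1 and −1.61 (fry adjusted p = 4.31e-05) for Crp-2.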

We also observed large reductions in both Crp-related iModulon activities upon antibiotic treatment in rich media (Fig. 4c). These iModulons encode genes in secondary carbon source catabolism; the Crp-1 iModulon contains scavenging enzymes such as tryptophanase and acetyl coenzyme A synthetase, whereas the Crp-2 iModulon represents expression of phosphotransferase systems for alternative carbon sources. 

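Tryptophanase, tnaA, falls in R10LB, at −3.98 (limma adjusted p = 1.72e-09) after CIP, −5.06 (limma adjusted p = 2.66e-11) after T/S and −5.01 (limma adjusted p = 1.09e-10) after CTR. Its untreated cultures in R10LB stand at 62.9 and 106 TPM, and the CTR cultures at 1.37 and 1.78. In CA-MHB tnaA starts lower, at a mean of 19.0 TPM, and has log2 fold changes of −1.35 (limma adjusted p = 0.00186) after CIP, −1.24 (limma adjusted p = 0.00368) after T/S and −0.64 (limma adjusted p = 0.135) after CTR. Acetyl coenzyme A synthetase, acs, is near absent in the untreated rich media, at 2.33 TPM in CA-MHB and 2.96 in R10LB. There the changes of acs after CIP, T/S and CTR lie between −0.55 and 0.45. In M9 acs averages 70.5 TPM untreated and changes by 0.67 (limma adjusted p = 0.118) after CIP.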

Lower activity of Crp iModulons indicated a reallocation of resources away from secondary carbon source catabolism. Traditional gene set enrichment analysis of the DEGs induced by antibiotic treatment could not identify Crp as a key regulator of the process, likely due to the size and breadth of the Crp regulon.

Across PRECISE (12), we observed a strong negative correlation between the iModulon activities of two major respiration-related transcription factors, Fnr and ArcA (Pearson *R* = −0.74, *P* < 10^−10^; Fig. 4d). 

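The Fnr list falls in R10LB, at −1.39 (SE 0.20, fry adjusted p = 7.65e-06) after CIP, −2.92 (SE 0.20, fry adjusted p = 1.12e-09) after T/S and −1.43 (SE 0.20, fry adjusted p = 5.14e-06) after CTR. In CA-MHB it falls, at −1.25 (SE 0.20, fry adjusted p = 9.31e-05), −0.74 (SE 0.20, fry adjusted p = 0.00717) and −0.66 (SE 0.20, fry adjusted p = 0.0173). The T/S and CTR calls in CA-MHB need untreated culture 2 of CA-MHB, without which they are −0.54 (fry adjusted p = 0.0913) and −0.45 (fry adjusted p = 0.201), and CTR also loses its call without either CTR culture, at −0.63 (fry adjusted p = 0.0734) and −0.68 (fry adjusted p = 0.0514). None of the 6 is called by camera with an estimated correlation. The ArcA list of TCA cycle genes rises in CA-MHB by 0.75 (SE 0.21, fry adjusted p = 3.30e-04) after T/S and 0.50 (SE 0.21, fry adjusted p = 0.00738) after CTR and not after CIP (0.13, fry adjusted p = 0.517). In R10LB the list falls, at −1.34 (SE 0.21, fry adjusted p = 1.58e-05) after T/S and −0.57 (SE 0.21, fry adjusted p = 0.0255) after CIP, with a change of 0.30 (fry adjusted p = 0.0719) after CTR. The CIP call is lost without untreated culture 2 of R10LB, at −0.12 (fry adjusted p = 0.573), and without CIP culture 1 or 2, at −0.61 (fry adjusted p = 0.0609) and −0.53 (fry adjusted p = 0.0900). Without untreated culture 2 CTR gives 0.75, and the lowest value with another culture left out is −0.14. The response of ArcA to T/S differs between R10LB and CA-MHB by −2.09 (SE 0.29, fry adjusted p = 1.60e-06) and that to CIP by −0.69 (fry adjusted p = 0.0395). For Fnr the difference is −2.18 (fry adjusted p = 3.07e-06) after T/S and −0.78 (fry adjusted p = 0.0132) after CTR.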

In both CA-MHB and R10LB, antibiotic treatment resulted in significant drops in Fnr iModulon activities, coupled with a simultaneous increase in ArcA-regulated gene expression in the TCA cycle. Fnr contains an iron-sulfur cluster that is destabilized in the presence of molecular oxygen (31), rendering Fnr inactive. We hypothesized that the high expression of these genes in R10LB indicated a high respiration rate that left little intracellular molecular oxygen available to destabilize Fnr’s iron-sulfur cluster. To test this hypothesis, we measured oxygen consumption rates in CA-MHB and R10LB using an assay that is based on the ability of oxygen to quench the excited state of extracellular O_2_ consumption reagent (Fig. 4e). The normalized fluorescence is proportional to the depletion of oxygen concentration in the media (32, 33). Here lies one of the major differences between the two media; R10LB promotes a higher respiration rate than CA-MHB before antibiotic treatment.

Together, these two iModulons indicate that antibiotic treatment decelerated the high respiratory rate facilitated by R10LB. This process likely also reduced the redox state, as sensed by the ArcAB response system (27). A prior study used biochemical assays to investigate the effects of bacteriostatic antibiotics on E. coli (34) and observed that antibiotic treatment drastically reduced the respiration rate and moderately reduced the redox state of the cell. The drop in respiration was absent in minimal media, where we inferred a lower initial cellular respiration rate from the Fnr and ArcA iModulon activities.

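In M9 the Fnr list does not change after CIP (−0.16, median 0.0081, fry adjusted p = 0.600), T/S (−0.19, fry adjusted p = 0.419) or CTR (0.40, fry adjusted p = 0.148). ArcA rises after T/S by 0.68 (SE 0.21, fry adjusted p = 0.00414) and is not called after CIP (0.12, fry adjusted p = 0.759) or CTR (0.29, fry adjusted p = 0.268). Before treatment the Fnr list averages 5.68 log2 (TPM + 1) in M9, 5.38 in CA-MHB and 7.38 in R10LB. ArcA averages 8.95, 6.88 and 8.09 in the same media. The paper infers respiration from these 2 regulators, and its oxygen consumption measurements were not analysed here.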

Treatment of E. coli with three distinct antibiotics induced multiple common transcriptional changes, including (i) an increase in ribosomal gene expression, (ii) downregulation of secondary carbon catabolism, and (iii) a decelerated respiration rate in R10LB and CA-MHB. 

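Nitrate respiration genes of the Fnr+NarL list change in the rich media after the same 3 antibiotics, at −5.42 (SE 0.30, fry adjusted p = 5.27e-11) after T/S, −3.45 (fry adjusted p = 2.77e-08) after CTR and −2.46 (fry adjusted p = 1.21e-06) after CIP in R10LB. In CA-MHB the changes are −1.69 (fry adjusted p = 9.86e-05), −1.74 (fry adjusted p = 7.54e-05) and −1.98 (fry adjusted p = 2.20e-05). None is called in M9, where the changes are −0.70, −0.0046 and −0.63 (smallest fry adjusted p = 0.0710). The single largest change after T/S in R10LB is narK, from 1080 and 1246 TPM to 5.92 and 4.16 (−7.60, limma adjusted p = 2.30e-12), followed by narG (−6.75) and gatD (−6.41). Fnr+NikR falls in R10LB after T/S (−3.44), CTR (−3.01) and CIP (−2.31).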

In the next section, we discuss transcriptional changes unique to each antibiotic.

### Specific effects of antibiotic treatment under different media.

In addition to the medium-specific iModulon activity trade-offs described above, each antibiotic induced specific changes in iModulon activity that could be correlated with differential antibiotic susceptibility.

T/S is a combination of two drugs, both of which inhibit folate synthesis. E. coli was most susceptible to T/S on M9 media and less sensitive on R10LB and CA-MHB. Folate is used to synthesize purines, thymidylate, and methionine (35). However, the purine biosynthesis (PurR-1) and methionine biosynthesis (MetJ) iModulons were mostly unaffected by T/S treatment in any medium type, indicating that E. coli is not transcriptionally altering folate usage in response to T/S inhibition (see Fig. S5). Instead, we observed significant iModulon activity changes in four other amino acid and nucleotide-related iModulons (Fig. 5a). 

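After T/S the MetJ list falls in M9, at −1.61 (SE 0.10, fry adjusted p = 3.05e-10), all 13 genes lower and 6 differentially expressed, metF (−3.05) and metN (−2.88) most. It rises in R10LB by 0.79 (SE 0.10, fry adjusted p = 7.48e-06) and is unchanged in CA-MHB (0.27, fry adjusted p = 0.189). The PurR-1 list falls, at −1.09 (SE 0.12, fry adjusted p = 1.67e-07) in R10LB and −0.55 (SE 0.12, fry adjusted p = 8.35e-04) in M9. In CA-MHB PurR-1 rises by 0.46 (SE 0.12, fry adjusted p = 0.00274), or 0.23 after a median-ratio shift (fry adjusted p = 0.0743). Few purine genes pass the 1.5 log2 threshold, 4 of 14 in R10LB and 1 in M9. MetJ in M9 is also called by camera with an estimated correlation (adjusted p = 0.00871), PurR-1 in no medium. The paper reasons from these 2 iModulons that folate usage is not altered at the level of transcription. The same MetJ list falls in M9 after CTR (−1.24, fry adjusted p = 2.31e-08), CIP (−0.69, fry adjusted p = 6.97e-06) and MEM (−0.63, fry adjusted p = 3.51e-04) as well. Without MEM culture 1 the change after MEM is −0.48 (fry adjusted p = 0.00973).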

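In M9 the change after T/S is −1.77 (SE 0.14, fry adjusted p = 2.58e-09) for the CysB list and −2.76 (SE 0.16, fry adjusted p = 1.60e-10) for the ArgR list. Of the 15 CysB genes 11 are differentially expressed, sbp (−2.66) and cysP (−2.35) most, and of the 10 ArgR genes 9, argI (−4.26) and argF (−3.52) most. In the rich media both lists rise instead, CysB by 0.78 (fry adjusted p = 2.10e-05) in R10LB and 0.56 (fry adjusted p = 3.74e-04) in CA-MHB. ArgR rises by 0.72 (fry adjusted p = 4.79e-04) and 0.55 (fry adjusted p = 0.00388). M9 differs from R10LB by −2.55 (fry adjusted p = 1.93e-09) for CysB and −3.48 (fry adjusted p = 1.02e-09) for ArgR. Leaving out T/S culture 1 of M9 moves the CysB value most, to −1.59. Both falls in M9 are called by camera with an estimated correlation, at adjusted p = 0.00871 for each.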

Sulfate utilization (CysB) and arginine biosynthesis (ArgR) iModulon activities decreased after treatment with T/S in M9 media. The glycine cleavage system (GcvA iModulon), which converts excess glycine to serine, was downregulated after treatment in R10LB, and pyrimidine biosynthesis (PurR-2) was downregulated after treatment in both M9 and R10LB. 

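The 3 genes of the GcvA list fall after T/S in R10LB, at −3.63 (SE 0.17, fry adjusted p = 1.07e-11), all differentially expressed. In M9 the change is −0.50 (fry adjusted p = 0.0220) and in CA-MHB 0.035 (fry adjusted p = 0.891). The PurR-2 list falls, at −3.58 (SE 0.14, fry adjusted p = 1.93e-12) in R10LB and −2.86 (SE 0.14, fry adjusted p = 8.15e-11) in M9 and does not change in CA-MHB (0.27, fry adjusted p = 0.151). Camera with an estimated correlation calls PurR-2 in M9 (adjusted p = 0.00929), and in R10LB its adjusted p is 0.0522 for both lists. In M9 the fall is largest in pyrB and pyrI, from 710 and 701 TPM of pyrB to 7.45 and 8.81, log2 fold changes of −6.28 and −5.44. In CA-MHB carA and carB of pyrimidine and arginine synthesis, which are not in the PurR-2 list, rise after T/S, by 4.69 and 4.59. The absence of a change of PurR-2 in CA-MHB thus does not cover these 2 genes.

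**Figure D4:**
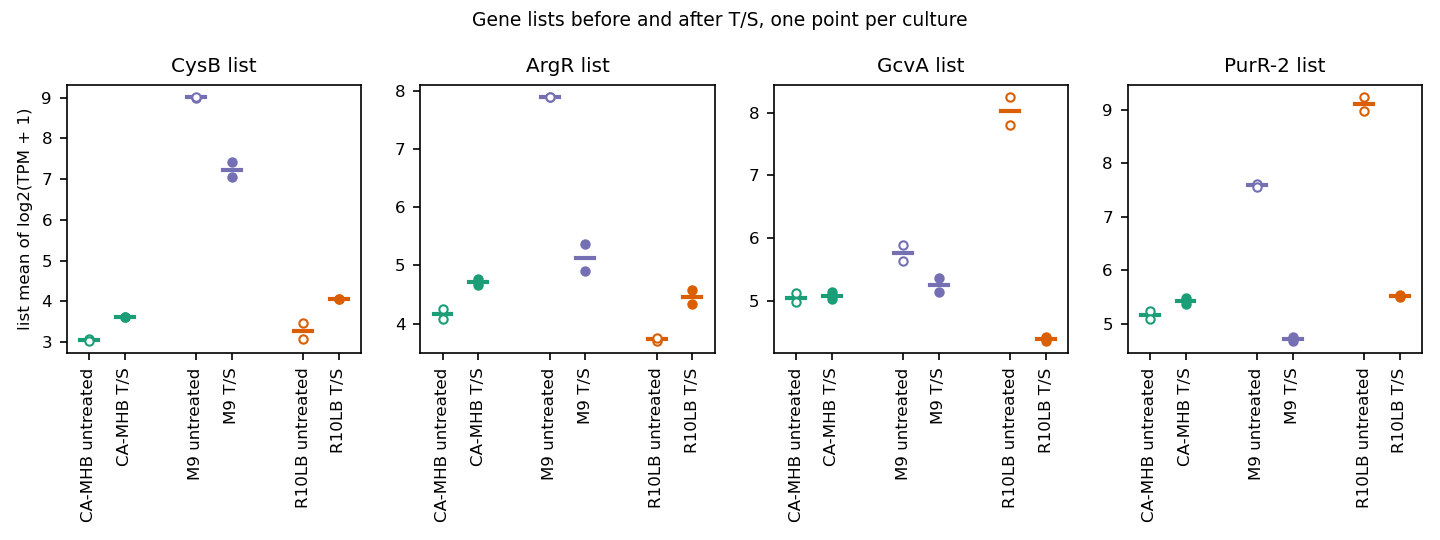
List mean of log2 (TPM + 1) per culture for CysB, ArgR, GcvA and PurR-2, open points untreated and filled points after T/S, with a bar at the mean of 2 cultures. CysB and ArgR fall in M9 only, GcvA falls in R10LB, and PurR-2 falls in M9 and R10LB.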

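Tested directly, the effect of T/S differs between R10LB and CA-MHB for GcvA by −3.67 (SE 0.25, fry adjusted p = 1.46e-09) and for PurR-2 by −3.85 (SE 0.20, fry adjusted p = 2.00e-10). For CysB the difference is 0.22 (fry adjusted p = 0.413), which quantile normalization raises to 0.52 (fry adjusted p = 0.0103). The difference for ArgR is 0.18 (fry adjusted p = 0.577), or 0.57 after quantile normalization (fry adjusted p = 0.0416). As single cultures are left out, that for CysB runs from 0.025 to 0.41 and that for ArgR from 0.057 to 0.30. Of all 27 such tests between media 19 are called by fry, 16 by camera with the preset correlation and 7 with an estimated one.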

Although the MIC_90_ of T/S was identical in CA-MHB and R10LB, the underlying transcriptional responses to the aforementioned iModulons were different, indicating that these responses are not directly linked to T/S susceptibility.

**FIG 5:**
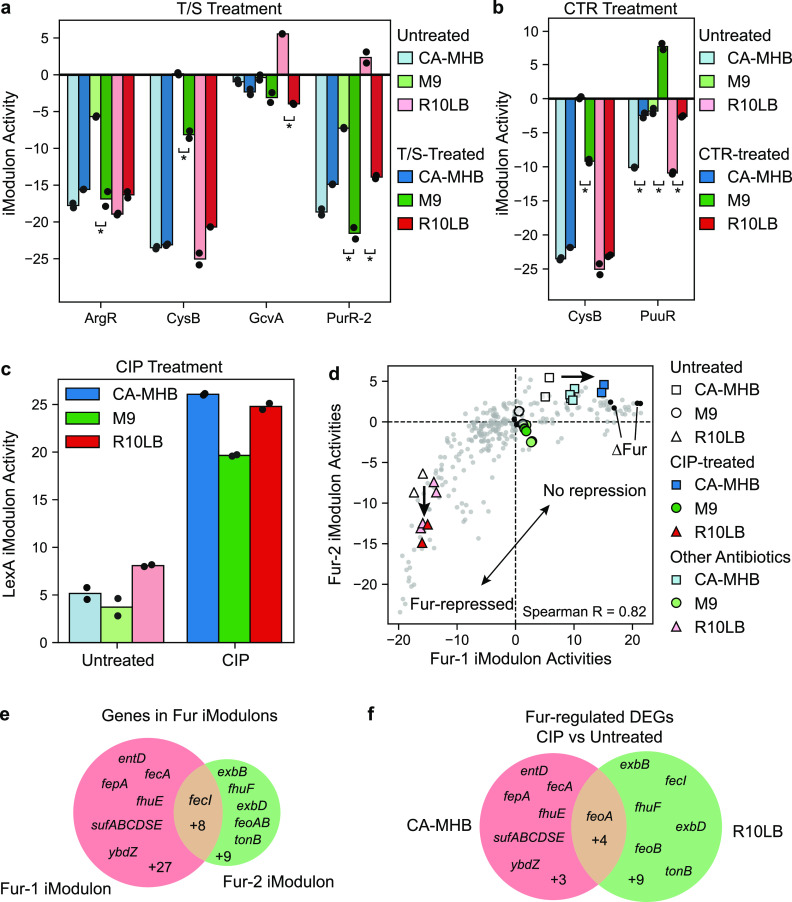
iModulon responses specific to antibiotic treatments. (a) iModulon activities of untreated and T/S-treated cells for four selected iModulons. Asterisks (*) represent statistically significant iModulon activity difference (FDR < 0.1). (b) iModulon activities of untreated and CTR-treated cells for two selected iModulons. Asterisks (*) represent statistically significant iModulon activity difference (FDR < 0.1). (c) iModulon activities of the DNA-damage response regulator LexA in untreated and CIP-treated cells. (d) Scatterplot of the Fur-1 and Fur-2 iModulon activities. Expression profiles from PRECISE are shown in light gray, and other colors are described in the legend. (e) Venn diagram comparing the genes in the Fur-1 and Fur-2 iModulons. (f) Venn diagram comparing the DEGs between ciprofloxacin and untreated cells in CA-MHB and R10LB media.

10.1128/mSphere.00443-21.6 FIG S5 iModulon activities of untreated and T/S treated cells for iModulons requiring folate. No iModulon activities were significantly perturbed upon T/S treatment. Download FIG S5, PDF file, 0.2 MB. Copyright © 2021 Sastry et al. 2021 Sastry et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The MIC_90_ of CTR for E. coli was also identical between CA-MHB and R10LB and higher for M9. Treatment with CTR in M9 media induced a medium-specific decrease in CysB iModulon activity (Fig. 5b). However, the PuuR iModulon increased after CTR treatment in all three media types, indicating a medium-independent response to CTR. 

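CTR in M9 lowers the CysB list, at −1.94 (SE 0.14, fry adjusted p = 5.26e-09), with 12 of 15 genes differentially expressed. The first of them is cysP, at 389 and 445 TPM untreated and 37.5 and 53.5 after CTR (−3.19, limma adjusted p = 7.06e-08). In CA-MHB the list rises by 0.59 (fry adjusted p = 3.74e-04) and in R10LB it is not called (0.30, fry adjusted p = 0.0938). M9 differs from R10LB by −2.24 (SE 0.19, fry adjusted p = 1.88e-08). Between R10LB and CA-MHB the difference is −0.29 (fry adjusted p = 0.0794), called at −0.48 (fry adjusted p = 0.0139) without untreated culture 1 of R10LB. The first genes after CTR in the other media are tdcA (−4.38) and glpT (−4.33) in CA-MHB and the prophage gene pinR (5.50) and tdcA (−5.20) in R10LB.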

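The PuuR list rises after CTR by 2.47 (SE 0.21, fry adjusted p = 2.56e-08) in CA-MHB, 2.03 (SE 0.21, fry adjusted p = 1.45e-07) in M9 and 2.72 (SE 0.21, fry adjusted p = 2.14e-09) in R10LB. All 7 genes rise in each medium, and 7, 6 and 7 are differentially expressed. A pseudocount of 5 moves the CA-MHB and R10LB values most, to 1.70 and 1.88. R10LB and CA-MHB do not differ in this response, at 0.25 (fry adjusted p = 0.356). Rises of the list are not limited to CTR, since T/S raises it by 2.32 (fry adjusted p = 1.11e-08) in M9, 1.41 (fry adjusted p = 8.44e-06) in CA-MHB and 1.00 (fry adjusted p = 2.18e-04) in R10LB, and CIP by 1.58 (fry adjusted p = 1.23e-06) in R10LB.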

PuuR responds to the polyamine putrescine and regulates its utilization and transport (36). Polyamine accumulation from sublethal antibiotic treatment has been observed previously and is hypothesized to reduce porin permeability to antibiotics (37).

The MIC_90_ of CIP was highest on CA-MHB and lowest on R10LB. CIP blocks DNA gyrase, creating double-stranded DNA breaks (38). 

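CIP raises the LexA list by 2.16 (SE 0.072, fry adjusted p = 6.65e-15) in CA-MHB, 1.89 (SE 0.072, fry adjusted p = 1.39e-13) in M9 and 1.92 (SE 0.072, fry adjusted p = 1.58e-13) in R10LB. Differentially expressed upwards are 15, 14 and 16 of its 22 genes. The call holds in every medium under camera with an estimated correlation, at adjusted p = 5.92e-04, 3.41e-05 and 0.00834. In CA-MHB sulA rises from 51.0 and 57.6 TPM to 1413 and 1487 (4.72, limma adjusted p = 7.66e-17), and in M9 by 3.57. The response in R10LB minus that in CA-MHB is −0.23 (SE 0.10, fry adjusted p = 5.53e-04), which camera does not call (adjusted p = 0.0756 with the preset correlation). The difference runs from −0.32 to −0.14 as single cultures are left out. CTR raises the list by 0.92 (fry adjusted p = 2.14e-09) in R10LB.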

Subsequently, after adding CIP to the culture, we observed a strong activity increase in the SOS-response regulator LexA iModulon in all three media indicating a media-independent response to CIP (Fig. 5c). CIP treatment also caused medium-specific effects on the two Fur iModulons (Fig. 5d and e; see also Fig. S6). 

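The Fur-1 list responds to CIP with 1.23 (SE 0.10, fry adjusted p = 4.03e-08) in CA-MHB, −0.32 (SE 0.10, fry adjusted p = 0.0128) in R10LB and −0.20 (SE 0.10, fry adjusted p = 0.0614) in M9. Its response in R10LB minus that in CA-MHB is −1.56 (SE 0.14, fry adjusted p = 6.08e-08). For Fur-2 the same difference is −1.22 (SE 0.18, fry adjusted p = 4.75e-06). Camera with an estimated correlation calls the difference for Fur-1 (adjusted p = 0.0219) and not that for Fur-2 (adjusted p = 0.184). A pseudocount of 5 moves the Fur-1 difference most, to −1.27. In M9 the Fur-2 list falls, at −0.57 (fry adjusted p = 8.33e-04).

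**Figure D5:**
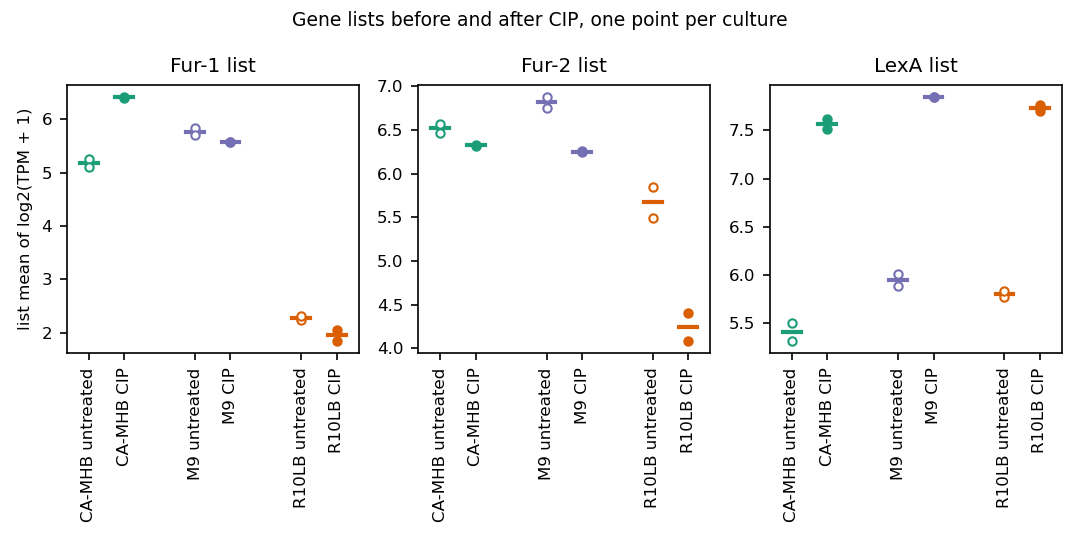
List mean of log2 (TPM + 1) per culture for Fur-1, Fur-2 and LexA, open points untreated and filled points after CIP, with a bar at the mean of 2 cultures. LexA rises in all 3 media, Fur-1 rises in CA-MHB, and Fur-2 falls in R10LB.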

The Fur-1 iModulon responds to iron starvation, derepressing iron (II) and (III) siderophore synthesis and transport systems, ribonucleotide reductases, superoxide dismutase, and iron-sulfur cluster assembly. The Fur-2 iModulon responds to excess iron, further repressing siderophore transport and repressing the energy-transducing Ton system. Together, these two iModulons trace out a trajectory from iron replete (Fur-repressed) to iron-poor (no Fur repression) conditions. 

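After CIP in CA-MHB the Fur-2 list changes by −0.20 (SE 0.12, fry adjusted p = 0.938), with a median of 0.18 and 10 of 14 genes higher. Only feoA (−2.44) and feoB (−1.91) of the ferrous iron transporter are differentially expressed. In TPM, feoB goes from 170 and 148 to 46.1 and 37.5.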

CIP treatment in CA-MHB results in lower Fur-2 iModulon activities, indicating excess free iron availability. On the other hand, CIP treatment in R10LB, results in higher Fur-1 iModulon activities, indicating iron starvation. 

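In R10LB 23 of the 36 Fur-1 genes are lower after CIP. Among the alternatives the call for their fall after CIP is lost with a pseudocount of 5, at −0.21 (fry adjusted p = 0.0692), with weakly expressed genes left out (fry adjusted p = 0.0557) and without CIP culture 1 or untreated culture 2 of R10LB, at −0.23 (fry adjusted p = 0.174) and −0.28 (fry adjusted p = 0.101). It is also lost in a fit of the 2 conditions alone (fry adjusted p = 0.225), with voom, an alternative chosen after the data were seen (−0.42, fry adjusted p = 0.0748), and under camera with the preset and the estimated correlation (adjusted p = 0.258 and 0.640). The 9 genes shared by both Fur lists change by −0.22 (fry adjusted p = 0.125) there, median 0.074, and by 0.90 (fry adjusted p = 5.21e-04) in CA-MHB. FecI genes rise by 0.42 (fry adjusted p = 0.00755) in R10LB and 1.46 (fry adjusted p = 4.03e-08) in CA-MHB. The first changes after CIP in R10LB outside these lists are in carB (−6.02), carA (−5.86) and pyrB (−5.75).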

The difference in Fur iModulon activities may contribute to the differential susceptibility to CIP across the three media.

10.1128/mSphere.00443-21.7 FIG S6 Comparison of genes in the Fur-1 and Fur-2 iModulons. Genes grouped together are in the same operon (i.e., *feoAB* represents the operon containing *feoA* and *feoB*). Download FIG S6, PDF file, 0.2 MB. Copyright © 2021 Sastry et al. 2021 Sastry et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The difference between the Fur-1 and Fur-2 iModulons are reflected in the DEGs between CIP-treated and untreated cells (Fig. 5f). 

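Of the 59 genes in the file that Fig. S6 places in Fur-1, Fur-2 or both, 22 are differentially expressed after CIP in CA-MHB and 11 in R10LB. Of these 4 are called in both media, which leaves 18 for CA-MHB alone and 7 for R10LB alone. Of the 4, feoA and feoB are lower in both media, while fecR (1.60 and −2.13) and yjjZ (1.92 and −1.84) are higher in CA-MHB and lower in R10LB. The gene yjjZ is listed at 0 TPM in both untreated CA-MHB cultures. All 12 genes that Fig. 5f names for CA-MHB and all 7 that it names for R10LB are among those called.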

In CA-MHB, CIP treatment increases the activity of the Fur-1 iModulon, and most of the respective DEGs are specific to the Fur-1 iModulon. On the other hand, CIP treatment in R10LB decreases the Fur-2 iModulon activity, resulting in DEGs specific to the Fur-2 iModulon. 

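In CA-MHB 19 of the 22 differentially expressed genes belong to Fur-1, and all 19 are higher after CIP. Quantile normalization leaves 14 of the 19. The largest change is ybdZ (3.04), which 1 untreated culture lists at 0 TPM. The suf operon comes next, with sufD from 18.1 and 17.1 TPM to 115 and 108 (2.60, limma adjusted p = 7.40e-07) and sufB (2.53). Enterobactin and ferric citrate genes follow, with entD at 2.26, fecA at 2.10 and fepA at 1.97. Fur-2 contributes 2 lower genes and the shared genes 1 higher, fes (1.68).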

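CIP lowers the Fur-2 list in R10LB, at −1.42 (SE 0.12, fry adjusted p = 3.81e-08). Of the 11 differentially expressed Fur genes there, 7 belong to Fur-2, 3 to Fur-1 and 1 to both, and all 11 are lower. Largest are feoA, from 118 and 192 TPM to 1.83 and 2.74 (−5.55), feoB (−3.89) and exbB (−3.65, limma adjusted p = 2.77e-12). The 3 from Fur-1 are bfr (−2.33), fecR (−2.13) and yjjZ (−1.84). In Fur-2 5 of 14 genes are higher, and leaving out weakly expressed genes moves the mean to −1.80.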

Due to the two dimensions of the Fur regulon, traditional gene set enrichment analysis of the DEGs does not identify Fur as a statistically significant enriched regulator (FDR < 0.01) in either medium.

## DISCUSSION

Bacterial responses to antibiotics are complex and depend on a variety of environmental and genetic factors. Here, we explored the effects of different medium compositions and antibiotic treatments on the transcriptomic state of the model strain E. coli K-12 MG1655. First, we showed that iModulons simplify the interpretation of large changes in expression due to various environmental conditions. Second, using iModulons, we identified environmental factors that contribute to the observed differences in the medium dependency potency of specific antibiotics against E. coli.

By combining iModulon activities with current knowledge of transcriptional regulators, we inferred that E. coli grown in R10LB have a higher respiration rate than those grown on CA-MHB. This observation was validated by direct oxygen consumption measurements. This shift would likely be missed using traditional differential expression analysis, since Fnr has a complex relationship with other respiratory regulators (28). However, the Fnr iModulon contained genes regulated specifically by Fnr and summarized their expression changes as its iModulon activity. Thus, iModulons expand upon the insight gained from simple differential gene expression.

A previous study also identified a connection between antibiotic treatment and respiration (34). It was observed that bacteriostatic antibiotics suppressed cell respiration, whereas cell death from bactericidal antibiotics was accompanied with accelerated respiration. The three antibiotics used in the present study (T/S, CTR, and CIP) have bactericidal effects, but we observed a deceleration in respiration under rich media (R10LB and CA-MHB). Two factors may account for the observational differences between the two studies: (i) the prior study grew cells in supplemented M9 minimal media, and (ii) the present study used subinhibitory concentrations of antibiotics, whereas the prior study used concentrations at 10× MIC. Further research is required to elucidate the interaction between respiration and cell killing from bactericidal antibiotics in nutrient-rich and nutrient-poor medium compositions.

We also observed a significant difference in Fur activity between bacteriological media (CA-MHB) and physiological media (R10LB), yielding a hypothesis to explain the differential susceptibility to ciprofloxacin in the two media. 

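In list means of log2 (TPM + 1), Fur-1 moves from 5.18 to 6.42 with CIP in CA-MHB and from 2.27 to 1.95 in R10LB, so the media lie further apart after treatment. Fur-2 moves from 6.52 to 6.32 in CA-MHB and from 5.67 to 4.25 in R10LB. Iron in the cells or media was not analysed here.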

The Fur iModulon activities diverge further upon CIP treatment, indicating an increase of free iron in R10LB and a stronger iron starvation response in CA-MHB. This divergence is an especially surprising finding as iron is more abundant (∼330 μM) in CA-MHB compared to R10LB (∼60 μM) (39–41), and prior studies with E. coli have found an accumulation of iron in bacteriologic medium versus minimal media in the absence of antibiotic treatment (42). Between the observed increased intracellular oxygen levels and the increase in free iron specific to R10LB, increased susceptibility of E. coli to CIP in R10LB may be related to altered levels of ROS.

ROS, such as those created by Fenton chemistry, may contribute to the antibacterial action of CIP (43–45). In agreement with our findings, prior studies have also linked the activity of levofloxacin to iron accumulation and oxidative stress in Streptococcus pneumoniae (46), suggesting fluoroquinolone-mediated alterations in the Fur iModulon may be the basis for the bacterial accumulation of iron and subsequent increased sensitivity to CIP. Iron overload has been proposed as a parallel pathway to mediate evolutions of antibiotic resistance to ciprofloxacin in E. coli (47). However, in light of the controversy regarding the role of oxidative stress in antibiotic lethality (48–50), further studies investigating this relationship are warranted.

The two-dimensional representation of the Fur regulon indicates that expression changes are not consistent across the entire Fur regulon. Under iron starvation, genes in the Fur-1 iModulon respond strongly to changes in Fur activity, whereas under iron-replete conditions, genes in the Fur-2 iModulon respond more to changes in Fur activity. The plasticity of the Fur regulon has been an open question, since previous studies found that changes in Fur activity can result in different sets of DEGs depending on the initial cellular state (47, 51). This example highlights the power and sensitivity of iModulon-based analysis compared to traditional analyses.

Although the susceptibility of E. coli to T/S and CTR were identical on CA-MHB and R10LB, MIC_90_ measurements do not capture the full story. The activities of multiple iModulons, including GcvA, Fnr, and Crp, were altered by antibiotic treatment in different ways between the two media. The folate synthesis inhibitor T/S did not affect the expression of genes utilizing folate in the purine and methionine biosynthesis pathways, indicating that there is no signal transduction pathway connecting folate starvation to the transcriptional regulation of these pathways.

In addition, although MEM did not efficiently kill the high inoculum of bacteria at any concentration (Fig. S3a), transcriptional changes upon MEM treatment were observed in CA-MHB and M9 (Fig. S4c). These observations highlight the complementary nature of omics measurements to standard AST and killing assays, since they can describe differential responses that are not immediately clear from AST alone.

Taken together, we have presented an analytical pipeline for probing and contextualizing the transcriptomic effects of antibiotic treatment using a model organism. Although our analysis was focused on subinhibitory effects of antibiotics, this approach could be extended to investigate inhibitory or lethal doses of antibiotics. As publicly available transcriptomic data sets grow rapidly in size and diversity (52), this pipeline can be applied to pathogenic strains and organisms grown in more complex physiological media, e.g., human serum. Future studies could explore the metabolic and transcriptional shifts associated with antibiotic treatment, leading to a “white-box” approach that connects antibiotic-treated transcriptomes to biochemical knowledge (9).

## MATERIALS AND METHODS

### Bacterial strains and growth conditions.

E. coli strain MG1655 was grown in three media: (i) M9 minimal medium (47.8 mM Na_2_HPO_4_, 22 mM KH_2_PO_4_, 8.6 mM NaCl, 18.7 mM NH_4_Cl, 2 mM MgSO_4_, and 0.1 mM CaCl_2_) supplemented with 0.2% (wt/vol) glucose (M9); (ii) Roswell Park Memorial Institute 1640 (RPMI; Thermo Fisher Scientific) supplemented with 10% LB (R10LB); and (iii) Mueller-Hinton broth (Sigma-Aldrich) supplemented with 25 mg/liter Ca^2+^ and 12.5 mg/liter Mg^2+^ (CA-MHB). Glycerol stocks of E. coli were streaked onto Luria broth agar (LB agar) and grown at 37°C overnight.

### Antibiotic susceptibility testing.

Antibiotic susceptibility was determined as described previously (6). Briefly, E. coli-streaked plates were used to inoculate overnight cultures in the desired media. E. coli overnight cultures were used to inoculate pre-experimental cultures the following day. Pre-experimental cultures were grown to the midlogarithmic phase (OD_600_^ ^= ∼0.4) and then diluted to an OD_600_ of 0.002 (∼1 × 10^5^ CFU/ml) to create the experimental cultures. Concentrated antibiotic stocks were serially diluted in 1× DPBS (Corning) to create 10× stocks of each antibiotic at the indicated concentrations. Then, 180-μl portions of the experimental cultures were combined with 20 μl of the desired 10× antibiotic stock in Costar flat-bottom 96-well plates (Corning, catalog no. 3370) and incubated with shaking at 200 rpm at 37°C overnight. Bacterial growth (OD_600_) was determined approximately 20 h later utilizing a Enspire Alpha multimode plate reader (Perkin-Elmer). To calculate the MIC_90_, defined as the amount of drug required to inhibit ≥90% of the growth of the untreated controls, the density of each drug-treated well was compared to untreated control. MICs for high-density cultures were performed as described above, except with a starting OD_600_^ ^of  ∼0.05 after dilution.

### Killing assays.

Mid-log-phase E. coli MG1655 was used to inoculate experimental cultures of either glucose M9, R10LB, or CA-MHB with approximately 2.5^ ^× 10^7^ CFU/ml (OD_600_^ ^= ∼0.05). Antibiotics were added, and cultures were incubated as described for the antibiotic susceptibility assays. After 20 h, plates were removed from the incubator and wells were serially diluted 10-fold in their respective media from 10^0^ to 10^−7^. Then, 20 μl of each serial dilution was spot plated onto LB agar, followed by incubation at 37°C overnight to enumerate the CFU.

### RNA-seq expression profiling and processing.

Total RNA was sampled from duplicate cultures. Strains were cultured overnight in the respective media as described above. Mid-log-phase cultures were diluted (starting OD_600_ of ∼0.05) into 30 ml of medium for untreated conditions or 30 ml of medium containing the MIC_90_ of the respective antibiotic for the respective media (Table 1). Flasks were incubated for 30 min at 37°C with shaking. Cell broth was centrifuged, and the supernatant was removed. RNA extraction and library preparation were performed as described previously (12). Raw sequencing reads were performed as described previously (12). Differential expression was performed using DESeq2 (53), with a log_2_-fold change cutoff of 1.5 and *q* value cutoff of 0.05.

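Reads recovered from TPM and fitted with voom of limma, an alternative chosen after the data were seen, share 1052 of the 1136 differentially expressed genes between CA-MHB and M9 and 473 of the 518 between CA-MHB and R10LB. The counts by voom are 230 higher and 920 lower in the first comparison and 284 higher and 284 lower in the second. With all libraries thinned to 1349493 reads, the depth of the shallowest, limma calls 1080 genes between CA-MHB and M9, 489 between CA-MHB and R10LB and 1132 between R10LB and M9.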

### ICA.

Log-transformed transcripts per million (log-TPM) expression levels were concatenated to the PRECISE data set. ICA and iModulon processing were performed as described previously (12). Briefly, we executed FastICA 100 times with random seeds and a convergence tolerance of 10^−7^. We constrained the number of independent components (ICs) in each iteration to the number of components that reconstruct 99% of the variance as calculated by PCA. The resulting ICs were clustered using DBSCAN to identify robust ICs, with the following parameters: an epsilon value of 0.1 and a minimum cluster seed size of 50. This process was repeated 10 times, and only ICs that consistently occurred in all runs were kept.

As described in Sastry et al. (12), iModulons were extracted from ICs by iteratively removing genes with the largest absolute value and computing the D’Agostino K^2^ test statistic of the resulting distribution. Once the test statistic fell below a cutoff, which was identified through a sensitivity analysis (12), we designated the removed genes as the “iModulons.”

### Gene set enrichment analysis.

To associate iModulons to regulators, we compared the set of significant genes in each iModulon to each regulon (defined as the set of genes regulated by any given regulator) using the two-sided Fisher exact test (FDR < 10^−5^), as described by Sastry et al. (12). In addition, combined regulon enrichments were calculated to identify joint regulation of iModulons (such as Fnr+NarL), using both intersection (+) and union (/) of up to three regulons. Final iModulon-regulator associations were determined through manual curation of enriched regulators.

Gene set enrichment analysis for differentially expressed genes was performed as described above, using only single regulator enrichments (FDR < 0.01).

### Explained variance.

Explained variance between two conditions was calculated as follows:

$$\text{Explained}\;\text{Variance}{}_{k}\;=\frac{\;\Sigma {\left(\Delta X\right)}^{2}\;-\;\;\Sigma {\left(\Delta X\;-\;S_{k}\Delta A_{k}\right)}^{2}}{\Sigma {\left(\Delta X\right)}^{2}\;},$$

where *k* is the iModulon of interest. The total explained variance was calculated similarly:

$$\text{Cumulative}\;\text{Explained}\;\text{Variance}=\frac{\;\Sigma {\left(\Delta X\right)}^{2}\;-\;\Sigma {\left(\Delta X\;-\;S\Delta A\right)}^{2}}{\Sigma {\left(\Delta X\right)}^{2}\;}.$$

The difference between the CEV and the sum of the explained variance is the confounding variance.

### Differential iModulon activity.

Differentially activated iModulons were computed with a similar process as previously detailed (12). For each iModulon, the average activity of the iModulon between biological replicates, if available, was computed. The absolute value of the difference in iModulon activities between the two conditions was then compared to the fitted log-normal distribution of all differences in activity for the iModulon. iModulons that had an absolute value of activity greater than 7 and an FDR below 0.1 were considered to be significant. The number of DIMAs was computed for each unique pair of conditions in the PRECISE 2.0 compendium.

### Oxygen consumption assay.

The oxygen consumption assay was performed using Abcam’s extracellular oxygen consumption assay kit (ab197243). Assay was performed as per the manufacturer’s suggested protocol. Exponentially growing bacterial cultures were diluted to an OD_600_ of ∼0.1, and 100 μl of the diluted cultures was added to a flat and transparent bottom 96-well sterile half-area cell culture plate. Dye was added as suggested in the manufacturer’s protocol, and wells were sealed with mineral oil. The time-resolved fluorescence was recorded in a kinetic cycle with 2 min interval with a 30-μs excitation-emission time lag and a 100-μs integration time using a Tecan infinite 200Pro. Plates were incubated at 37°C in a shaking mode (2-mm orbital amplitude). The OD_600_ was recorded in parallel to normalize for the cell number. Three independent replicates were used for every condition.

### Data availability.

All raw data are available on NCBI Gene Expression Omnibus (GEO) under accession number GSE159494. Processed data are available in the supplemental material. The code to compute iModulons is publicly available on Github at https://github.com/SBRG/precise-db.

10.1128/mSphere.00443-21.1 DATA SET S1 Expression levels, iModulon gene weights, and iModulon activities. Download Data Set S1, XLSX file, 18.5 MB. Copyright © 2021 Sastry et al. 2021 Sastry et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

# Supplementary material for: Machine Learning of Bacterial Transcriptomes Reveals Responses Underlying Differential Antibiotic Susceptibility
**Source:** mSphere. 2021 Aug 25;6(4):e00443-21. doi: 10.1128/mSphere.00443-21
**Supplement:** FIG S1

PRECISE  
iModulons

PRECISE + 30  
iModulons

ArcA-2  
*sgrT* - single gene  
uncharacterized-3  
insertion

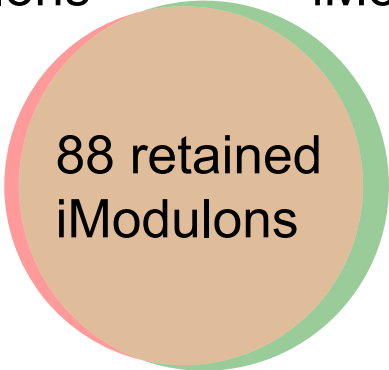

88 retained  
iModulons

LexA  
DcuR  
TyrR  
BirA  
BluR  
*cydX* - single gene  
*mntS* - single gene  
*fdo* operon  
2x uncharacterized

# Supplementary material for: Machine Learning of Bacterial Transcriptomes Reveals Responses Underlying Differential Antibiotic Susceptibility
**Source:** mSphere. 2021 Aug 25;6(4):e00443-21. doi: 10.1128/mSphere.00443-21
**Supplement:** FIG S6

# Fur-1 Genes

# Fur-2 Genes

*bfr fepA*

*ybdZ-entF-fepE*

*entCEBAH entD*

*yoeA fecR fecA*

*fhuB fhuE fiu*

*nrdHIEF pqqL*

*sodB ybiX ydiE*

*ybil yjjZ yddAB*

*yqjH yoeG cirA*

*sufABCDSE*

*entS*

*fecl*

*fepB*

*fepCGD*

*fes*

*fhuD*

*yncE*

*bfd*

*exbBD*

*fecl feoAB*

*ftnA ybaN*

*yojI efeU*

*ydhVY*

*fhuF tonB*

*fhuAC*

How the deposited data were processed for this re-analysis (not part of the article)

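RNA sequencing libraries of E. coli K-12 MG1655 in M9, CA-MHB and R10LB, untreated or 30 min after CIP, T/S, CTR or MEM, were used as deposited by the authors, 30 libraries in 15 conditions with 2 cultures each. The authors deposited log2 (TPM + 1) for 3938 genes, with TPM summing to 1000000 in each library and no scaling between libraries beyond TPM. The aligner, the genome build and any filter on genes are not given in the sources used here. Locus tags were named by the RefSeq gene table of MG1655, which names 3880 genes and leaves 58 unnamed, and no coordinates are given because the build is not named.

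TPM was first taken to carry no depth. TPM times gene length then proved to give whole multiples of one unit in each library within 0.02, so reads were recovered and used to describe depth, to thin libraries to one depth and for voom, 2 alternatives chosen after the data were seen. The shallowest library has 1349493 recovered reads.

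Differential expression was tested with limma 3.58.1 in R 4.3.3 on log2 (TPM + 1), with 1 mean per condition, moderated variances with an intensity trend and 15 residual degrees of freedom. All adjusted p values for genes are Benjamini-Hochberg values of limma over 3938 genes. Genes count as differentially expressed at an absolute log2 fold change above 1.5 and an adjusted p below 0.05, the thresholds of the authors, who used DESeq2 on counts. With 2 cultures against 2 the smallest exact 2-sided permutation p is 0.333, so that p values rest on the model. Regulators were read through 43 lists of target genes, which stand in for iModulon activities because the iModulon gene weights were available only in part. The Fur-1, Fur-2 and shared Fur lists come from the text of Fig. S6, and the others were compiled from general knowledge of the regulons, without a check against a regulon database, and fixed before the data were examined. The genes csgB, csgC, efeU, gatC, tisB, tnaC, yoeA and yoeG of these lists are not in the file. A list's change is its mean log2 fold change with the SE of the linear model, tested with fry of limma, a rotation test with a directional p, adjusted over the 43 lists of a comparison. Camera of limma, with a preset correlation of 0.01 or an estimated one, was run beside it. For 27 differences between media in the effect of an antibiotic on a list, fry was run on the interaction contrast and adjusted over the 27. Shares of the squared difference, sums of squares and average linkage clustering on 1 minus Pearson r were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.

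Alternatives were pseudocounts of 0.25 and 5, a filter on the mean of log2 (TPM + 1) that leaves 2782 genes, a shift of each library by its median log2 ratio over 2955 genes with a mean TPM of at least 10, quantile normalization, fits of only the conditions compared, no variance trend, a fold-change threshold of 1, culture number as a block, and leaving out each culture in turn. Overlaps between comparisons with the same untreated cultures were set beside 20 simulations of unchanged groups. For the share of medium among the changes, 20 simulations without change and 20 with the same change in every medium were added after the result was seen.

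Genes named are those the paper's text, Fig. 5 and Fig. S6 name, tnaA and acs, the 5 genes per medium comparison and 3 per antibiotic comparison with the largest change in the same direction in all 4 pairs of cultures, up to 5 common genes per medium, and the 2 members of a list with the largest change. The steps were tested on simulated data, where 198 of 200 changed genes were recovered, 1 unchanged gene was called, and all 4 lists shifted by 0.5 log2 were called. PRECISE, the iModulon weights, susceptibility, oxygen consumption and iron were not analysed here.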

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

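Of the tests in this part, thinning to one depth was chosen after the data were seen, those of the 2 list changes after MEM, of library labels and of exchanged libraries were chosen only after the result was seen, and the scalings, the filter on low TPM and the left-out cultures were planned as alternatives but set against an explanation only after the result was seen, for the differences between media and, with the scalings alone, for the lists outside Table S3.

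In 19 of the 27 comparisons of an antibiotic's effect between media, the difference itself passes an adjusted p of 0.05 by fry. Between R10LB and CA-MHB these are, after CIP, −1.56 for Fur-1, −1.22 for Fur-2, −0.23 for LexA, 0.38 for translation, −0.64 for Crp-1 and −0.69 for ArcA. After T/S they are −3.67 for GcvA, −3.85 for PurR-2, 0.53 for translation, −1.83 for Crp-1, −1.61 for Crp-2, −2.18 for Fnr and −2.09 for ArcA. After CTR they are 0.24 for translation, −0.83 for Crp-1 and −0.78 for Fnr. Between M9 and R10LB they are −2.55 for CysB and −3.48 for ArgR after T/S and −2.24 for CysB after CTR. The difference for LexA, small to begin with, runs from −0.32 to −0.14 as single cultures are left out.

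A difference in depth was tested by thinning all libraries to one depth, where 18 of the 19 kept call and direction and 1 was lost, CIP on Crp-1. The 2 other scalings of the libraries kept 18 and lost 1, CIP on ArcA. The filter on genes of low TPM removes members of the list in 12 of the 19, of which 10 were kept and 2 were lost, CIP and CTR on Crp-1. For Crp-1 it removes 5 of 7 genes, so that the 2 lost and the 1 kept there, T/S on Crp-1, rest on 2 genes. In the 7 others (translation, GcvA, PurR-2 and ArcA) it removes no gene and tests nothing. Leaving out each culture in turn kept 15 and lost 4, namely CTR on translation, CIP on Crp-1, CTR on Fnr and CIP on ArcA. For 9 differences kept in all 4 checks, and for 5 kept in the 3 checks that apply to them, the explanations tested are argued against as the whole cause.

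The 5 others lost their call in part of the checks, and the checks they kept argue against those explanations for them too. For CTR on translation it is 1 culture that cannot be told apart from an effect of the medium, CTR culture 1 of R10LB, without which the difference is 0.21 (fry adjusted p = 0.0503). For CTR on Fnr it is untreated culture 1 of CA-MHB, at −0.57 (fry adjusted p = 0.0851) without it. For CTR on Crp-1 it is genes of low TPM, without which the difference turns to 0.065 (fry adjusted p = 0.886). CIP on ArcA loses its call after quantile normalization, at −0.49 (fry adjusted p = 0.144), and without either CIP culture of R10LB, either CIP culture of CA-MHB, untreated culture 1 of CA-MHB or untreated culture 2 of R10LB, at −0.74 (fry adjusted p = 0.0691), −0.65 (fry adjusted p = 0.0887), −0.70 (fry adjusted p = 0.0711), −0.69 (fry adjusted p = 0.0897), −0.60 (fry adjusted p = 0.0945) and −0.25 (fry adjusted p = 0.239). Depth does not remove it, with −0.72 at equal depth. CIP on Crp-1 keeps its call under the 2 scalings and loses it at equal depth (−0.44), without genes of low TPM, at −0.27 (fry adjusted p = 0.421), and without CIP culture 2 of CA-MHB or CIP culture 1 of R10LB, at −0.51 (fry adjusted p = 0.0897) and −0.51 (fry adjusted p = 0.0736). With 2 cultures per condition the values do not decide these cases.

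The paper's Table S3 reports no change for the regulators of the lists GlpR, Pyruvate and GadEWX, and fry calls changes of these lists beyond 1.5 log2. In CA-MHB the GlpR list changes by −1.78 (fry adjusted p = 4.03e-08) after CIP and −1.53 (fry adjusted p = 6.88e-07) after T/S, and the Pyruvate list by −2.86 (fry adjusted p = 1.56e-08) after CIP, −3.08 (fry adjusted p = 1.18e-08) after T/S and −2.11 (fry adjusted p = 2.76e-07) after CTR. After MEM in CA-MHB the GlpR list changes by −1.64 (fry adjusted p = 7.12e-08) and the Pyruvate list by −3.29 (fry adjusted p = 4.47e-09), and a fit of the 2 conditions alone drops both of these calls. In R10LB after T/S, GlpR changes by −1.61 (fry adjusted p = 2.98e-08) and Pyruvate by −1.86 (fry adjusted p = 5.93e-07). In M9 the GadEWX list changes by −1.59 (fry adjusted p = 3.77e-08) after CIP and −1.85 (fry adjusted p = 1.13e-09) after T/S. All 11 of these changes kept call and direction at equal depth, under the 2 scalings and without each culture in turn, and the 6 of GlpR and GadEWX also without genes of low TPM, which argues against each of these as the whole cause. For the 5 of Pyruvate, a list of 2 genes, that filter removes no gene and tests nothing. Camera with an estimated correlation calls 5 of the 11. The lists are not the paper's iModulons and their members were not checked against a regulon database, so a gene set that differs from the iModulon of that name stays open.

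A library labelled with another medium is argued against by the 30 of 30 libraries whose nearest library has the same medium. An untreated and a CIP library exchanged within a medium would close the gap in the LexA list mean between them, and the smallest gap is 1.83 log2. An exchange between other antibiotics was not tested. GC content, gene length, reads shared between paralogs and contamination were not tested. The 27 comparisons test whether the effect of an antibiotic differs between media, and what in the medium brings a difference about was not tested, nor were differences in dose, which was set per medium.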

How the results depend on the processing

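The alternatives below were fixed before the data were examined, apart from voom and thinning, which both use the recovered reads and were chosen after the data were seen. Calls that change are named for the main lists of each comparison and counted for the other lists further down. The cause of a change was not tested unless a sentence says otherwise, and adjusted p values stand in parentheses behind list values, from fry unless camera is named.

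A fold-change threshold of 1 in place of 1.5 admits more genes by construction and raises all 15 counts of differentially expressed genes. Of these, 14 are listed here, and that of R10LB against M9 is given with the differences between media. The counts become 1714 for CA-MHB against M9 (from 1136), 948 for CA-MHB against R10LB (from 518), 672 for CIP in CA-MHB (from 313), 617 for T/S in CA-MHB (from 256), 461 for CTR in CA-MHB (from 201), 269 for MEM in CA-MHB (from 122), 449 for CIP in M9 (from 180), 419 for T/S in M9 (from 181), 311 for CTR in M9 (from 125), 98 for MEM in M9 (from 26), 1001 for CIP in R10LB (from 519), 914 for T/S in R10LB (from 511), 957 for CTR in R10LB (from 474) and 42 for MEM in R10LB (from 14). A pseudocount of 5, which shrinks changes of weakly expressed genes by construction, gives 181 for CIP in CA-MHB (from 313), 140 for T/S in CA-MHB (from 256), 111 for CTR in CA-MHB (from 201), 71 for MEM in CA-MHB (from 122), 101 for CIP in M9 (from 180), 79 for CTR in M9 (from 125), 16 for MEM in M9 (from 26) and 8 for MEM in R10LB (from 14). Leaving out weakly expressed genes gives 8 for MEM in M9 (from 26) and 7 for MEM in R10LB (from 14), a pseudocount of 0.25 22 for MEM in R10LB (from 14) and a limma fit of the 2 conditions alone 0 for MEM in M9 (from 26) and 0 for MEM in R10LB (from 14). In that fit 375 genes in M9 and 256 in R10LB have an unadjusted p under 0.05. By voom the count is 45 for MEM in M9 (from 26).

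Scaling changes the direction of a list where its change is near the shift between media. A median-ratio shift turns Cra at 0.22 (0.989), Fnr at 0.34 (0.439), Fur-1 at 0.050 (0.00179), Fur-2 at 0.34 (2.51e-05), Fur-shared at 0.57 (9.36e-04) and FliA at 0.24 (0.0628) for CA-MHB against M9, Crp-1 at 0.36 (4.15e-04) and FliA at 0.23 (0.133) for R10LB against M9. Quantile normalization turns Crp-2 at 0.044 (0.208), Fnr at 0.64 (0.0499), Fur-1 at 0.36 (2.19e-07), Fur-2 at 0.53 (3.86e-06), Fur-shared at 0.95 (1.37e-05), FlhDC at 0.062 (0.859) and FliA at 0.62 (5.40e-05) for CA-MHB against M9, Crp-1 at 0.66 (6.71e-07), FecI at 0.47 (9.29e-04) and FliA at 0.52 (6.17e-04) for R10LB against M9. Each of these lists is lower in the deposited values.

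Camera compares a list with all other genes, a different question from that of fry, and with an estimated correlation it drops calls while the values stay as they are. It drops His-tRNA at 2.05 (0.137), Leu/Ile at 1.49 (0.137), Fnr at −1.99 (0.118) and Fnr+NarL at −4.18 (0.0863) for CA-MHB against R10LB, translation at 0.24 (0.125) after CIP in M9, translation at 0.22 (0.154) and PurR-1 at −0.55 (0.510) after T/S in M9, translation at 0.38 (0.216), Crp-1 at −1.47 (0.199), Crp-2 at −1.98 (0.199), Fnr at −1.39 (0.216), ArcA at −0.57 (0.640), Fur-1 at −0.32 (0.640) and Fur-2 at −1.42 (0.211) after CIP in R10LB, translation at 0.58 (0.0522), Crp-1 at −2.04 (0.102), Crp-2 at −3.41 (0.0522), Fnr at −2.92 (0.0730), ArcA at −1.34 (0.32), PurR-1 at −1.09 (0.175), MetJ at 0.79 (0.110), GcvA at −3.63 (0.0522) and PurR-2 at −3.58 (0.0522) after T/S in R10LB, translation at 0.29 (0.433), Crp-1 at −1.38 (0.217), Crp-2 at −1.45 (0.217), Fnr at −1.43 (0.243) and PuuR at 2.72 (0.0886) after CTR in R10LB, Crp-1 at −0.83 (0.259), Crp-2 at −1.97 (0.0954), Fnr at −1.25 (0.279) and Fur-1 at 1.23 (0.0954) after CIP in CA-MHB, Crp-1 at −0.55 (0.160), Fnr at −0.66 (0.305) and ArcA at 0.50 (0.569) after CTR in CA-MHB, Crp-2 at −1.80 (0.103), Fnr at −0.74 (0.326), ArcA at 0.75 (0.460) and PurR-1 at 0.46 (0.546) after T/S in CA-MHB. With the preset correlation the calls dropped are Crp-1 at −0.83 (0.0677) after CIP in CA-MHB, ArcA at −0.57 (0.121) and Fur-1 at −0.32 (0.258) after CIP in R10LB, PurR-1 at 0.46 (0.0682) after T/S in CA-MHB.

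A fit of the 2 conditions alone leaves 2 residual degrees of freedom and drops the calls of His-tRNA at 2.05 (0.0711) for CA-MHB against R10LB, translation at 0.24 (0.172) after CIP in M9, translation at 0.22 (0.295) after T/S in M9, translation at 0.42 (0.0801) after CTR in M9, Crp-2 at −1.32 (0.0506) and Fnr at −0.66 (0.0757) after CTR in CA-MHB, Fnr at −0.74 (0.0566) after T/S in CA-MHB, Fnr at −1.39 (0.0985), ArcA at −0.57 (0.416) and Fur-1 at −0.32 (0.225) after CIP in R10LB, ArcA at −1.34 (0.116) after T/S in R10LB. Quantile normalization drops translation at 0.15 (0.129) after T/S in M9, ArcA at −0.44 (0.0705) after CIP in R10LB and adds Crp-1 at −0.24 (0.00748) after T/S in CA-MHB, ArcA at 0.40 (0.0194) after CTR in R10LB. A median-ratio shift drops PurR-1 at 0.23 (0.0743) after T/S in CA-MHB and adds Crp-1 at −0.44 (0.00159) after T/S in CA-MHB. The filter on weakly expressed genes drops Fur-1 at −0.26 (0.0557) after CIP in R10LB and adds Crp-1 at −0.77 (0.0114) after T/S in CA-MHB. A pseudocount of 5 drops Fur-1 at −0.21 (0.0692) after CIP in R10LB. Voom drops Fur-1 at −0.42 (0.0748) after CIP in R10LB and adds Crp-1 at −0.27 (0.0307) after T/S in CA-MHB.

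Of the 19 called differences between media, camera with an estimated correlation drops 12, all of R10LB minus CA-MHB, namely CIP on Fur-2 at −1.22 (0.184), CIP on LexA at −0.23 (0.393), CIP on translation at 0.38 (0.290), CTR on translation at 0.24 (0.375), CIP on Crp-1 at −0.64 (0.514), T/S on Crp-1 at −1.83 (0.166), CTR on Crp-1 at −0.83 (0.514), T/S on Crp-2 at −1.61 (0.331), T/S on Fnr at −2.18 (0.172), CTR on Fnr at −0.78 (0.514), CIP on ArcA at −0.69 (0.514) and T/S on ArcA at −2.09 (0.166). With the preset correlation it drops 3, CIP on LexA at −0.23 (0.0756), CIP on Crp-1 at −0.64 (0.351) and CTR on Crp-1 at −0.83 (0.371). Voom drops 4, CIP on Crp-1 at −0.43 (0.192), CTR on Crp-1 at −0.74 (0.0796), CTR on Fnr at −0.70 (0.0749) and CIP on ArcA at −0.59 (0.0567). Quantile normalization drops CIP on ArcA at −0.49 (0.144), a fit of the 4 conditions alone CIP on ArcA at −0.69 (0.274) and the filter on weakly expressed genes CIP on Crp-1 at −0.27 (0.421). Quantile normalization adds T/S on CysB, R10LB minus CA-MHB at 0.52 (0.0103), T/S on ArgR, R10LB minus CA-MHB at 0.57 (0.0415) and CTR on CysB, R10LB minus CA-MHB at −0.37 (0.0283), a median-ratio shift T/S on CysB, R10LB minus CA-MHB at 0.55 (0.00773). Without weakly expressed genes CTR on CysB, R10LB minus CA-MHB at −0.36 (0.0483) is added and CTR on Crp-1, R10LB minus CA-MHB at 0.065 (0.886) turns. The median over the list turns CIP on Crp-1, R10LB minus CA-MHB at 0.11 (0.0224). The Crp-1 list holds 7 genes, of which the filter removes 5.

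Of 17 shares of the squared difference, 12 move by more than their spread with a pseudocount of 0.25, 14 with a pseudocount of 5 and 14 with the filter on weakly expressed genes. For Fur-1, PurR-2, FlhDC, Fnr+NarL and Fnr lists, CA-MHB against R10LB the share is 22.5%, and it becomes 20.7% with a pseudocount of 0.25, 23.8% with a pseudocount of 5 and 25.0% with the filter. For RpoS, CA-MHB against M9 the share is 8.69%, and it becomes 7.94% with a pseudocount of 0.25, 9.59% with a pseudocount of 5 and 11.2% with the filter. For amino acid and vitamin lists, CA-MHB against M9 the share is 12.1%, and it becomes 11.1% with a pseudocount of 0.25, 13.4% with a pseudocount of 5, 14.8% with the filter, 11.3% with a median-ratio shift and 11.2% with quantile normalization. For amino acid and vitamin lists, R10LB against M9 the share is 14.2%, and it becomes 15.4% with a pseudocount of 5, 18.0% with the filter and 13.0% with quantile normalization. The share of medium in the sum of squares is 72.0% and becomes 68.9% with a pseudocount of 0.25, 73.9% with a pseudocount of 5, 74.7% with the filter, 69.7% with a median-ratio shift and 70.0% with quantile normalization. Genes changed by CIP, T/S and CTR number 50 in CA-MHB with a pseudocount of 5 (from 86), 208 in CA-MHB with a threshold of 1 (from 86), 26 in M9 with a pseudocount of 5 (from 40), 112 in M9 with a threshold of 1 (from 40) and 454 in R10LB with a threshold of 1 (from 218). Fur genes called after CIP become 4 of Fur-2 in CA-MHB with a threshold of 1 (from 2), 5 of Fur-1 in R10LB with a pseudocount of 0.25 (from 3) and 6 of Fur-1 in R10LB with a threshold of 1 (from 3).

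Leaving out 1 culture at a time changes a main result in these cases, each given with the range over all cultures left out. The count for MEM in M9 runs from 22 to 119, with 119 without M9 MEM culture 2. The count for MEM in R10LB runs from 1 to 36, with 1 without R10LB MEM culture 1, 24 without R10LB MEM culture 2, 25 without R10LB untreated culture 1 and 36 without R10LB untreated culture 2. The value of translation CIP in M9 runs from 0.17 to 0.31, with 0.17 without M9 untreated culture 1 (0.0632). The value of translation T/S in M9 runs from 0.15 to 0.29, with 0.18 without M9 T/S culture 2 (0.0863) and 0.15 without M9 untreated culture 1 (0.163). The value of Fnr T/S in CA-MHB runs from −0.95 to −0.54, with −0.54 without CA-MHB untreated culture 2 (0.0913). The value of Fnr CTR in CA-MHB runs from −0.86 to −0.45, with −0.63 without CA-MHB CTR culture 1 (0.0734), −0.68 without CA-MHB CTR culture 2 (0.0514) and −0.45 without CA-MHB untreated culture 2 (0.201). The value of ArcA CIP in R10LB runs from −1.01 to −0.12, with −0.61 without R10LB CIP culture 1 (0.0609), −0.53 without R10LB CIP culture 2 (0.0900) and −0.12 without R10LB untreated culture 2 (0.573). The value of ArcA CTR in R10LB runs from −0.14 to 0.75, with 0.75 without R10LB untreated culture 2 (1.18e-04). The value of Fur-1 CIP in R10LB runs from −0.42 to −0.23, with −0.23 without R10LB CIP culture 1 (0.174) and −0.28 without R10LB untreated culture 2 (0.101). The value of CTR on CysB, R10LB minus CA-MHB runs from −0.48 to −0.095, with −0.48 without R10LB untreated culture 1 (0.0139). The share of Fur-1, PurR-2, FlhDC, Fnr+NarL and Fnr lists, CA-MHB against R10LB runs from 20.9% to 21.7%, with 20.9% without R10LB untreated culture 1, 21.7% without R10LB untreated culture 2, 21.7% without CA-MHB untreated culture 1 and 21.7% without CA-MHB untreated culture 2. The share of RpoS, CA-MHB against M9 runs from 8.31% to 8.80%, with 8.31% without CA-MHB untreated culture 2. The share of amino acid and vitamin lists, CA-MHB against M9 runs from 11.8% to 12.1%, with 11.8% without M9 untreated culture 1 and 11.8% without CA-MHB untreated culture 2. The share of amino acid and vitamin lists, R10LB against M9 runs from 13.0% to 14.8%, with 13.0% without R10LB untreated culture 1.

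Over all 206 list results that the text uses, calls were lost in 127 under camera with an estimated correlation, 32 with the preset one, 9 with voom and 35 in fits of 2 conditions. A median-ratio shift reversed 8, dropped 7 calls and added 7, and quantile normalization reversed 10, dropped 4 and added 8. The filter dropped 2 and added 4 of the 200 it leaves, and a pseudocount of 5 dropped 2. Calls were added in 4 with voom, 3 in fits of 2 conditions and 2 under camera with the preset correlation. Among 224 values of named genes, calls changed in 15 under quantile normalization, 6 under a median-ratio shift, 4 with a pseudocount of 0.25, 8 with a pseudocount of 5 and 9 in fits of 2 conditions. With voom 9 of 220 changed and with the filter 0 of 183. Leaving out the variance trend changed 0 of the 224 values of named genes. It was also checked for large moves of the 15 counts of differentially expressed genes, the 3 of common genes and the 4 of Fur genes. Of such moves 0 were found. That check also passes over the rise of R10LB against M9 at a fold-change threshold of 1, so smaller moves are not excluded. Of 824 list results without 1 culture, 793 kept their call and direction, as did 856 of 896 gene results and 204 of 216 differences between media.

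The numbers 1 and 2 of cultures carry no stated pairing, and adding them as a block changed the call of 1 of 206 list results, 0 of 27 differences between media and 0 of 224 named genes, with 1135 genes against 1136 between CA-MHB and M9. Differences between culture 1 and culture 2 correlate across the 105 pairs of conditions at −0.267 to 0.474 with a median of −0.0125, 18 pairs being over 0.1 and 17 under −0.1. The culture numbers were therefore not used as a block in the values reported.

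Thinning every library to 1349493 reads lowers 8 of the 15 counts of differentially expressed genes, to 1080 for CA-MHB against M9 (from 1136), 489 for CA-MHB against R10LB (from 518), 1132 for R10LB against M9 (from 1137), 248 for T/S in CA-MHB (from 256), 181 for CTR in CA-MHB (from 201), 111 for MEM in CA-MHB (from 122), 115 for CTR in M9 (from 125) and 17 for MEM in M9 (from 26). It raises the 7 others, to 327 for CIP in CA-MHB (from 313), 183 for CIP in M9 (from 180), 183 for T/S in M9 (from 181), 554 for CIP in R10LB (from 519), 519 for T/S in R10LB (from 511), 478 for CTR in R10LB (from 474) and 20 for MEM in R10LB (from 14).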

Differences from the paper's values

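The RpoS list carries 8.69% of the squared expression difference between CA-MHB and M9, against 30% for the RpoS iModulon in the paper. The paper's value is explained variance computed from iModulon weights, so the 2 measures differ in kind. All the alternatives set before the data were examined leave this gap, from 7.94% to 11.2%. For the Fur-1, PurR-2, FlhDC, Fnr+NarL and Fnr lists together, CA-MHB against R10LB, the share is 22.5% and the paper's is 34%. A pseudocount of 5 (23.8%) and the filter on weakly expressed genes (25.0%) come within 1.5 times of the paper's value, and the other alternatives do not. Within that group PurR-2 has 3.27% against the paper's 8.46% and Fnr 1.24% against the paper's 4.71%, under the reported setting and all alternatives. The alternatives do not vary the members of a list. The PurR-2 list lacks carA (−9.01) and carB (−8.62), the largest changes between CA-MHB and R10LB. Whether the PurR-2 iModulon holds them was not checked, so list membership stays open as a cause of that gap.

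Of the Fur genes called after CIP in R10LB alone there are 7, against about 15 in Fig. 5f, read by eye. A pseudocount of 0.25 gives 10 and a fold-change threshold of 1 gives 11, both within 1.5 times of the paper's count, and the other alternatives give 7 or 8.

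Of the 69 significant changes in Table S1 with a list of the same regulator, 67 have the same sign here. The exceptions are Cra in CA-MHB against M9, at −0.42 here and, not called, 0.22 after a median-ratio shift, and Crp-1 in R10LB against M9, at −0.12 here, 0.36 after a median-ratio shift and 0.66 after quantile normalization. Both scalings reach the paper's direction for Crp-1, while Cra stays negative after quantile normalization. Of the 79 such changes in Table S3, 78 have the same sign, the exception being ArcA after CIP in R10LB at −0.57, which is negative under every alternative.

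The paper states that ArcA-regulated genes rise in R10LB with the fall of Fnr. The ArcA list falls there after T/S, at −1.34, and does not pass after CTR, at 0.30. Quantile normalization gives 0.40 after CTR, called. As single cultures are left out, the value after CTR runs from −0.14 to 0.75, the latter without untreated culture 2 of R10LB. In CA-MHB the list rises after T/S (0.75) and CTR (0.50). The paper states that PurR-1 and MetJ are mostly unaffected by T/S. Here fry calls 5 of their 6 changes, MetJ in CA-MHB being the exception, with MetJ in M9 the largest, at −1.61.

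The paper's text states lower Fur-2 in CA-MHB and higher Fur-1 in R10LB after CIP at one place and higher Fur-1 in CA-MHB and lower Fur-2 in R10LB at another. The values here are 1.23 for Fur-1 and −0.20 (not called) for Fur-2 in CA-MHB, −0.32 for Fur-1 and −1.42 for Fur-2 in R10LB. The paper finds no significant iModulon after MEM in R10LB, where fry calls 14 lists and camera with an estimated correlation 0.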

Other observations

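Of the tests in this part, thinning to one depth for MetJ was chosen after the data were seen, those of shared cultures, of a common difference of both untreated cultures and of a shift of all TPM values without each culture were chosen only after the result was seen, and leaving out each untreated culture for ArcA and each culture for MetJ was planned as an alternative but used in this way only after the result was seen.

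In CA-MHB 53 of the 73 genes lowered by CIP, T/S and CTR are also called lower after MEM, which does not kill MG1655 at any concentration. Untreated culture 1 alone is argued against, because 49 of the 53 are still called lower after MEM without it. Without untreated culture 2, 48 are. Simulated groups without any change give 0 genes common to CIP, T/S and CTR at most. That count leaves out MEM, and simulated unchanged groups rarely pass the thresholds even in a single comparison. It therefore cannot decide whether chance values of the shared cultures contribute to the 53 genes. All 4 comparisons use the same 2 untreated cultures, and whether both differ from the treated ones in something other than the antibiotic cannot be told apart from a response to any antibiotic, for the 53 genes lower after all 4. A response common to all 4 antibiotics in CA-MHB is a hypothesis.

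More genes are lower than higher in CA-MHB than in M9, and the same holds for R10LB against M9. A shift of all TPM values between the media as the whole cause is argued against, since the highest share of higher genes after the shift, with any culture left out, is 40.3% for CA-MHB and 40.6% for R10LB. Quantile normalization, which makes the whole distribution of values alike and not only its center, gives 47.7% and 47.2%, so that scaling effects other than 1 shift per library stay open for the excess of lower genes. A shift changes the split in part, as the share of higher genes in CA-MHB rises from 14.8% to 39.4% when it is removed, which is consistent with ribosomal protein genes taking a larger part of TPM in CA-MHB. Whether total RNA per cell differs between the media was not tested.

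R10LB libraries lie closer to CA-MHB after CIP, T/S and CTR, with Pearson r of the condition means rising by 0.0109, 0.0170 and 0.0077. It rises after MEM as well, by 0.0117, so the pattern is not specific to these 3. Over pairs of single cultures r is 0.895 to 0.914 for untreated R10LB and overlaps with that range after CIP (0.912 to 0.923), CTR (0.911 to 0.922) and MEM (0.910 to 0.928), but not after T/S (0.923 to 0.928). A general rise of the correlation with every other medium is a candidate explanation, since r with M9 rises by 0.0108, 0.0417 and 0.0207 after CIP, T/S and CTR, and the smallest rise with CA-MHB minus that with M9 is −0.0247. After T/S and CTR the rise with M9 is the larger one, and after MEM it is the smaller one, at 0.0051. The untreated R10LB cultures, from which every rise is counted, have the lowest Pearson r of all conditions, 0.978. How far their spread contributes to the rises was not tested.

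The MetJ list falls after T/S in M9 and rises in R10LB. Scaling is argued against as the cause of the fall, which is −1.47 in the smaller of the 2 scalings, and depth is argued against by a change of −1.56 at equal depth. Whether the fall follows from T/S on folate or from a general change of amino acid genes in M9 stays open, and the list falls there after CTR (−1.24), CIP (−0.69) and MEM (−0.63) too, all called by fry. Each of these 3 keeps its call without any 1 culture, while the MEM value depends on MEM culture 1, being −0.48 without it and −0.78 without MEM culture 2.

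The ArcA list falls after CIP in R10LB where Table S3 has a rise. Without untreated culture 1 of R10LB the change is −1.01, which argues against that culture as the cause. The call is also lost without CIP culture 1 (−0.61) or CIP culture 2 (−0.53), where the change stays of similar size. Without untreated culture 2 it is −0.12, so that a deviating culture 2 cannot be told apart from an effect of CIP with 2 cultures. The 2 untreated cultures of R10LB have the lowest Pearson r of the 15 conditions, 0.978.

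GC content, gene length, paralogs and contamination were not tested for any of these patterns. How medium or antibiotic would bring these patterns about was not tested either.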
